# FABP7-mediated lipid-laden macrophages drive the formation of pre-metastatic niche and liver metastasis

**DOI:** 10.7150/ijbs.110750

**Published:** 2025-06-23

**Authors:** Shaowan Xu, Xin Peng, Zhenfang Wang, Chenchen Le, Xiangkun Wu, Zhicheng Zeng, Sisi Zeng, Ceng Zhang, Mingxing Qiu, Xin Zou, Hongxia Zhang, Feifei Wang, Wei Kang, Yanqing Ding, Li Liang

**Keywords:** pre-metastatic niche, fatty acid binding protein 7, macrophage, metastasis, metabolic reprogramming

## Abstract

Abnormal metabolism processes play a crucial role in the establishment of the pre-metastatic niche (PMN) and the subsequent metastasis to distant organs. However, the precise mechanisms underlying the lipid metabolic reprogramming of macrophages within the liver PMN remain elusive. In this study, we observed an upregulation of fatty acid-binding protein 7 (FABP7) in liver macrophages, which resulted in the accumulation of lipid droplets (LDs) within the PMN of colorectal cancer and pancreatic ductal adenocarcinoma. This accumulation was found to be mediated by the HIF-1α-induced expression of FABP7, which in turn enhanced DGAT1 activity in these macrophages. Furthermore, FABP7-induced lipid-laden macrophages were observed to deliver lipids to CD8^+^ T and tumor cells via exosomes. This process led to CD8^+^ T cell dysfunction and increased tumor cell proliferation through metabolic reprogramming. Importantly, genetic knockout or pharmacological inhibition of FABP7 reduced liver metastasis. Our findings reveal a novel mechanism involving FABP7-mediated LD in macrophages that contributes to liver PMN formation and metastasis. This suggests that targeting FABP7 may offer prognostic and therapeutic potential in addressing liver metastasis.

## Introduction

Metastasis is the main cause of cancer-associated mortality (>90%)^1^. The liver is the most common site of metastasis in gastrointestinal cancers, including colorectal cancer (CRC), pancreatic ductal adenocarcinoma (PDAC), and gastric cancer^2^. Primary tumors create a favorable microenvironment for subsequent tumor cell colonization in secondary organs through pre-metastatic niche (PMN) formation^3^. Liver metastasis of cancers depends on PMN formation and the pro-metastatic microenvironment^4^-^6^. Within the liver PMN, macrophages (including resident Kupffer cells (KCs) and monocyte-derived macrophages (MoMFs)) play pivotal roles in establishing pro-metastatic conditions^7^. Recent evidence indicates that liver KCs have been found to uptake integrin alphavbeta5 (αvβ5) from PDAC-derived exosomes and release the pro-inflammatory factor S100A8, leading to liver metastasis^8^. Cancer-derived exosomal HSPC111 promotes PMN formation and CRC liver metastasis by reprogramming the lipid metabolism in cancer-associated fibroblasts^9^. These findings suggest that targeting metabolic reprogramming in the PMN may support improved cancer interventions that directly treat tumor metastasis. However, the role of liver macrophage-mediated reprogramming of lipid metabolism in the PMN remains largely unknown.

Fatty acid-binding protein 7 (FABP7), also known as brain-type FABP (B-FABP) or brain lipid-binding protein (BLBP), is a member of the lipid-binding protein superfamily. As an intracellular lipid chaperone, FABP7 preferentially binds n-3 and n-9 polyunsaturated fatty acids (PUFAs) and participates in various cellular functions by controlling their uptake, metabolism, and intracellular storage^10^. FABP7 controls lipid raft function by regulating caveolin-1 expression, which mediates astrocytic responses to external stimuli^11^. In the nucleus, FABP7 can transmit its fatty acid ligand to activate PPARγ, which in turn regulates the transcription of lipid metabolism-related genes^12^. FABP7 is involved in the occurrence and development of various tumors and can serve as a prognostic marker. It is highly expressed in malignant glioma, breast cancer, and renal cell carcinoma, promotes cancer cell proliferation, migration, and invasion, and is associated with poor prognosis^13^, ^14^. However, the functions and molecular mechanisms of FABP7 in the tumor microenvironment (TME) have not yet been reported.

Abnormalities in lipid metabolism can confer a survival advantage to tumors, enhancing resistance to chemotherapy and radiation treatments, and alleviating cellular stress involved in the metastatic cascade^15^, ^16^. High CD36 expression promotes HCC development by triggering lipid metabolism reprogramming^17^. Lipid droplet (LD) accumulation has been increasingly recognized as a prominent characteristic of various cancers. LDs are common lipid storage organelles in eukaryotic cells that play an important role in maintaining the stability of the intracellular environment. Increased LD content can expand the sources of lipid substrates and energy, which can enable cancer cells to undergo metastatic cloning, especially in the TME^18^. LDs accumulation mediates the proliferation, invasion, metastasis, and chemoresistance of various cancers^19^-^21^. Notably, lung mesenchymal cells have been found to transfer LDs to cancer cells through exosomes and subsequently promote breast cancer metastasis^22^. However, the mechanism through which LDs accumulate in the liver PMN remains unclear.

In this study, we found that primary tumors induced FABP7 expression in liver macrophages via HIF-1α, leading to the accumulation of LDs by activating DGAT1 in the liver PMN. LDs accumulation in macrophages increased fatty acid oxidation (FAO), and induced the polarization of macrophages to the M2 type. Furthermore, LDs could be transported to CD8^+^ T cells and tumor cells through exosomes, thereby inducing CD8^+^ T cell dysfunction and tumor cell proliferation via metabolic reprogramming. Most importantly, pharmacological inhibition or knockout of FABP7 alleviated liver metastasis of cancers.

## Materials and Methods

### Human samples

The paraffin-embedded blocks of the human CRC and PDAC tissues were obtained from the Nanfang Hospital, Southern Medical University (Guangzhou, China), comprising 22 non-neoplastic specimens from patients with traumatic rupture or chronic cholecystitis (cohort 1, control), 26 liver cyst tissues with CRC (cohort 2, non-met), 30 CRC tissues with liver metastasis (cohort 3, metastatic), and 15 PDAC tissues with liver metastasis (cohort 4, metastatic). The clinical information of these samples was showed in Table S1. The study was approved by the Ethics Committee of the Nanfang Hospital of Southern Medical University (NFEC-2023-499).

### Mice

C57BL/6 mice were obtained from Medical Experimental Animal Center of Guangdong Province. FABP7 knockout (FABP7^-/-^) mice on a C57BL/6 J background were generated by Cyagen Biosciences Inc. (Suzhou, Jiangsu, China). Genotyping confirmed the FABP7^-/-^ mice through tail genomic DNA analysis (Figure S3B), mRNA expression profiling (Figure S3C) and protein quantification (Figure S3D). The genotyping primer sequences are provided in Table S3. CD45.1 mice were generously donated by Zhizhang Wang (Southern Medical University). All experiments used male mice aged six to eight weeks. The Institutional Animal Care and Use Committee of Southern Medical University approved all animal procedures (SMUL202409019).

### Cell culture and treatment

The MC38, PAN02, RAW264.7 and 293T cell lines were sourced from American Type Culture Collection (ATCC). These cells were cultured in Dulbecco's modified Eagle's medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin/streptomycin, then incubated at 37 °C and 5% CO_2_. Hypoxic conditions were induced by treating with 200 μM CoCL_2_ for 24 h or 1% O_2_ for 48 h before total RNA extraction. Lentiviral transduction was used to generate MC38 and PAN02 cells stably expressing luciferase, as well as GFP. Lentiviral transfection established RAW264.7 cells and bone marrow-derived macrophages (BMDMs) overexpressing FABP7. Cells were treated with SBFI-26 (200 nM, MedChemExpress), DHA (50 μM, MedChemExpress), the DGAT1 inhibitor A922500 (100 μM, Selleck), or GW4869 (20 μM, Selleck). Table S4 provides complete reagent details.

### Liver metastasis model

In the intrasplenic injection model of hepatic tumor metastasis, mice received either 5×10^5^ MC38 CRC cells or 1×10^6^ PAN02 PDAC cells suspended in 100 µl PBS, with 100 µl PBS alone serving as control^23^. For orthotropic CRC metastasis studies, we injected 1×10^6^ MC38 cells into the mesenteric border near the cecal tip in C57BL/6 mice^24^. Livers specimens were subsequently excised and analyzed by counting metastatic nodules and area to determine tumor burden.

In some experiments, macrophages and CD8^+^ T cells were depleted by intraperitoneal (i.p.) injection of clodronate liposomes (200 µl/animal, administered every two days) and anti-CD8α (200 µg/animal, twice weekly), respectively. Mice also received i.p. injections of SBFI-26 (20 mg/kg, daily) to inhibit FABP7, oral doses of A922500 (3 mg/kg, daily) to suppress DGAT1 and i.p. injections of GW4869 (1.25 mg/kg, daily) to block exosomes activity.

### Preparation of BMDMs

Bone marrow cells were isolated from the tibiae and femurs of 6-8-week-old mice and differentiated in DMEM growth medium supplemented with 10 ng/mL GM-CSF (PeproTech). Macrophages were harvested between days 6 and 8 for subsequent experiments. For transplantation, bone marrow-derived macrophages (BMDMs) were isolated from CD45.1 mice aged 6-8 weeks and injected intravenously (2×10^6^ cells /mouse) into CD45.2 recipients on day 7. Transwell co-culture systems were established by seeding 5×10^5^ BMDMs in the upper chamber and 1×10^6^ MC38 tumor cells in the lower chamber. After 24 h of co-culture, both cell populations were collected for analysis. In some experiments, differentiated BMDMs were polarized into M1 phenotypes using LPS (100 ng/ml, MedChemExpress) and IFN-γ (10 ng/mL, PeproTech), while M2 polarization was induced with IL-4 (20 ng/mL, PeproTech) and IL-10 (20 ng/mL, PeproTech) for 24 h.

### Cell isolation

To isolate liver macrophages, the liver was perfused in situ via the portal vein with Hank's buffered salt solution (HBSS, Gibco) containing 10 mM EDTA at 37 °C for 15 min. This was followed by perfusion with DMEM supplemented with 0.5 mg/ml collagenase IV (Sigma) under the same conditions. The digested liver was excised, and the resulting suspension was filtered through a 40 μm nylon mesh. After two centrifugation steps at 50 g (4 °C, 2 min each), the supernatant underwent further centrifugation at 300g for 5 min, and the pellet was resuspended in buffer. Liver macrophages were isolated using a mouse F4/80^+^ positive selection kit (STEMCELL), with immunofluorescence (IF) confirming >90% purity of the purified macrophages (Figure S2C).

To isolate CD8^+^ T cells, single-cell suspensions from murine spleens were prepared through mechanical disruption in PBS. After centrifugation at 300 g for 10min, CD8^+^ T cells were isolated using a mouse-specific magnetic bead isolation kit (STEMCELL). The purified cells were resuspended in culture medium and plated at 5×10^5^ cells per well in 24-well plates.

To isolate tumor infiltrating CD8^+^ T cells (TILs), metastatic liver tumor niches were dissociated using RPMI 1640 medium supplemented with 1 mg/ml collagenase IV (Sigma), 0.5 mg/ml DNase I (Sigma), and 0.5 mg/ml hyaluronidase (Sigma) at 37 °C for 45-60 min. The digested cell suspension was filtered through a 40-μm nylon mesh and centrifuged at 300 g for 5 min. Flow cytometry was used to quantify the resulting single-cell suspensions.

### Bioinformatics analysis​

Public gene expression data were obtained from the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/). The GSE156429 dataset (n=6) compared liver Kupffer cells between control mice and colorectal cancer (CRC) metastasis-bearing models, with limma-normalized microarray data analyzed for differentially expressed genes (FDR<0.05, |log₂FC|>1). The GSE109480 dataset (n=10) evaluated pre-metastatic liver tissues in Kras/p53-driven pancreatic cancer models using Wilcoxon rank-sum tests on FPKM-normalized RNA-seq data (raw *p*<0.05, |Δlog₂|>1).

The Kaplan-Meier Plotter database (https://kmplot.com)^25^ assessed survival correlations using mRNA microarray data from 1,061 colon cancer patients for overall survival (OS) analysis and 1,336 patients for relapse-free survival (RFS) analysis. Maximum-rank statistics automatically determined optimal cutoff values, with log-rank p-values <0.05 considered significant. Patients were stratified into high- and low-FABP7 expression groups based on these cutoffs: 8 (expression range 0-187) for OS and 3 (range 0-162) for RFS. Cox regression analysis calculated hazard ratios (HR).

All statistical analyses used R (v4.2.3) with the survival (v3.5-5) and ggplot2 (v3.4.2) packages.

### RNA sequencing (RNA-seq)

For RNA-seq analysis of liver macrophages, macrophages were isolated from WT and FABP7^-/-^ mice bearing MC38 tumors, washed with PBS, and lysed in Trizol reagent. The Genome Technologies core facility at Genedenovo Biotechnology Co., Ltd (Guangzhou, China) performed RNA extraction, quality assessment, and library preparation. Sequencing of cDNA libraries was carried out on the Illumina platform by the same facility. These data are available in the Gene Expression Omnibus under accession number GSE244156.

### Flow cytometry and cell sorting

To characterize liver macrophage phenotypes and FABP7 expression, the liver tissues from naive control and tumor-bearing mice were collected and the single-cell suspensions were prepared as described above. Surface markers (CD45, F4/80, CLEC4F, CX3CR1, CD163, CD68, CD45.1, CD45.2, CD86 and CD80) were stained with fluorescent antibodies at 4 °C for 30 min^23^. For intracellular FABP7 detection, cells were fixed and permeabilized using the BD Biosciences Kit, then incubated with anti-FABP7 antibody at 4 °C for 30 min. After washing, cells were labeled with fluorescent secondary antibodies for 30 min at 4 °C before flow cytometry analysis^26^. Complete antibody specifications appear in Table S4.

To assess hepatic macrophage lipid content, we prepared cell suspensions following the established protocol. The cells were stained with 0.2 µg/ml BODIPY 493/503 at 37 °C for 30 min under dark conditions, followed by flow cytometric quantification.

To investigate LD transfer from macrophages to tumor cells or CD8^+^ T cells, we labeled macrophages with 1 mM BODIPY FL C16 for 30 min at 37 °C. After five washes to eliminate extracellular BODIPY, the cells were cultured in DMEM, and condition medium (CM) was collected 24 h later. The culture system contained 5×10^5^ BMDMs, 5×10^5^ MC38 cells, or 5×10^5^ CD8^+^ T cells. Following 24-hour coculture with labeled BMDMs or exposure to CM, BODIPY FL C16 fluorescence in recipient cells were quantified by flow cytometry and macrophage viability was assessed with a LIVE/DEAD Cell Stain Kit^22^, ^27^.

To assess the specificity of CD8^+^ T cells isolated from FABP7 KO mice, TIL-CD8^+^ T cell suspensions were prepared as described above. After incubating with FcR blocking reagent for 5 min at room temperature, cells were stained with H-2Kb OVA Tetramer-SIINFEKL-APC for 30-60 min at 4 °C in the dark. For intracellular cytokine detection of interferon-γ (IFN-γ), granzyme B (GzmB) or tumor necrosis factor-α (TNF-α) in CD8^+^ T cells, surface staining with anti-CD45 and anti-CD8a antibodies proceeded for 30 min at 4 °C. Intracellular staining was performed by using the Fixation/Permeabilization Solution Kit (BD Biosciences), followed by for 30 min at 4 °C with anti-IFNγ, anti-GZMB or anti-TNF-α antibodies before flow cytometry analysis. All antibodies were diluted 1:200^28^.

### T cell stimulation assay

CD8^+^ T cells isolated from splenocytes were cultured with BMDMs-CM supplemented with 5 µg/ml anti-CD3 and 2 µg/ml anti-CD28 antibodies. Following 24-hour incubation, the cells were harvested and analyzed by flow cytometry to quantify GzmB, TNF-α and IFN-γ expression levels^28^.

### Cellular energy metabolism analysis

To measure the oxygen consumption rate (OCR) in tumor cells, MC38 cells were pre-incubated with CM from Bodipy-C16-labeled BMDMs. Liver macrophage OCR was measured using macrophages isolated from WT and FABP7^-/-^ mice bearing MC38 tumors. For simultaneous OCR and extracellular acidification rate (ECAR) measurements in CD8^+^ T cells, activated cells were treated with CM from Bodipy-C16-labeled BMDMs. All assays were performed in 96-well Seahorse plates seeded with 2×10^4^ macrophages, 1×10^4^ MC38 cells, or 2×10^4^ CD8^+^ T cells.

For Cell Mitochondrial Stress Test, mitochondrial stress was evaluated using the Seahorse Bioscience protocol (Agilent, US). Macrophages, MC38 cells, and activated CD8^+^ T cells were cultured in Seahorse XF DMEM assay medium containing 1 mM pyruvate, 2 mM glutamine, and 10 mM glucose. OCR measurements followed sequential administration of oligomycin (Oligo, 1.5 µM), fluoro-carbonyl cyanide phenylhydrazone (FCCP, 1 µM), and Rotenone/Antimycin (Rot/Ant, 0.5 µM). Tumor cells received either vehicle or 25 mM etomoxir 15 min before plate loading. Basal and Max ΔOCR values represented respiration changes with or without etomoxir treatment, calculated as specified by the manufacturer. Data normalization to cell counts and processed using XF Wave software^27^.

For Glycolysis Stress Test, CD8^+^ T cells were cultured in Seahorse XF assay Medium containing 2mM glutamine. ECAR measurements reflected cellular responses to sequential treatment with glucose (10 mM), Oligo (1 mM), and 2-deoxy-D-glucose (2-DG, 50 mM). Data normalization to cell counts and processed using XF Wave software^22^.

The mitochondrial fuel flex test evaluated cellular dependency on glucose, glutamine, and LCFAs as oxidative substrates according to the manufacturer's protocol. Sequential treatment with BPTES (3 µM), etomoxir (Eto, 4 µM), and UK5099 (2 µM) preceded OCR measurements before and after each inhibitor. Data normalization to cell counts and processed using XF Wave software.

For Palmitate Oxidation Stress Test, mitochondrial stress was measured following the manufacturer's protocol, with cells assayed in Seahorse XF assay Medium containing 2 mM glucose, 0.5 mM L-carnitine, and either 1 mM palmitate-BSA or BSA Control. OCR measurements reflected the sequential addition of etomoxir (4 μM), Oligo (1.5 μM), FCCP (1 μM), and Rot/Ant (0.5 μM). Data normalization to cell counts and processed using XF Wave software.

### MS analysis of ^13^C metabolites

For [1-^13^C_1_] acetate tracing, 5× 10^6^ BMDMs were cultured for 24 h in medium containing 10% FBS, 0.25 mM sodium pyruvate, 1 mM L-glutamine, and either 0.5 mM D-glucose (control) or 2 nM [1-^13^C_1_] acetate (MedChemExpress). Parallel experiments with [^13^C_16_] palmitate employed identical cell numbers cultured for 12 h in control medium or medium supplemented with 100 μM [^13^C_16_] palmitate (MedChemExpress) 29. Metabo-Profile Biotechnology (Shanghai) Co., Ltd performed all sample pretreatment and quality control procedures. Metabolite derivatives were analyzed using an ACQUITY-I UPLC /Xevo TQS triple quadrupole mass spectrometer. Waters'MassLynx software (v4.1) processed the raw UPLC-MS data for metabolite peak extraction, integration, identification, and quantification. Further statistical analysis was performed using R language (v4.1.1).

### Histology staining

For immunohistochemistry (IHC) analysis of liver metastatic colonization, liver tissues were fixed in 10% formalin and paraffin-embedded. The blocks were sectioned at 2.5 μm and mounted on glass slides. After treatment with 3% hydrogen peroxide, sections were incubated overnight at 4°C with primary antibodies diluted 1:200. For immunofluorescence (IF), sections were stained for 1h at room temperature with goat anti-mouse or anti-rabbit IgG/Alexa Fluor (Bioss Antibodies), followed by 5 min DAPI nuclear counterstaining. IHC staining employed goat anti-mouse or anti-rabbit IgG (ZSGB-BIO Antibodies) under identical incubation conditions, with DAPI counterstaining performed equivalently.

To quantify lipid levels in isolated liver macrophages, *ex vivo* or *in vitro* cultured cells were stained with 2 μM BODIPY 493/503 for 30 min at 37 °C, followed by fixation with 4% PFA and nuclear counterstaining with DAPI.

For assessing lipid transfer from macrophages to tumor cells or CD8^+^ T cells, macrophages were pre-labeled with BODIPY FL C16 (1 mM) for 30 min at 37 °C before co-culturing with MC38 cells and CD8^+^ T cells or culturing with CM, after which samples were fixed with 4% PFA and nuclei were stained with DAPI.

To examine lipid-mitochondria colocalization, MC38 cells were adhered to glass slides via Cytospin, then incubated with CM from BODIPY FL C16-labeled BMDMs, stained with MitoTracker® Red CMXRos (200 nM) for 30 min at room temperature, fixed with 4% PFA and finally counterstained with DAPI for 5 min at room temperature.

### Transmission electron microscope (TEM)

Liver macrophages were isolated as previously described and fixed by immersion in 2.5% glutaraldehyde for 1 h at room temperature, followed by overnight fixation at 4 °C. After removing the fixation, the cells were rinsed with cold PBS. Gradient acetone dehydration preceded embedding in Spurr epoxy resin for polymerization. Ultrathin sections (50 nM) were cut using a Leica EM UC7 ultramicrotome and double-stained with uranyl acetate and lead citrate for TEM observation (Hitachi H-7500, Japan).

### Western blot

Tissue and cells lysates were prepared using RIPA buffer (Fdbio science) and protein concentrations were determined with the Bradford Protein Assay (KeyGEN BioTECH). Protein extracts of equal quantity underwent SDS-PAGE separation before electroblotting onto nitrocellulose membranes (Millipore). The membranes were probed with primary antibodies (1:1000 dilution) at 4 °C overnight. After incubation with HRP-conjugated secondary antibody (Fdbio Science, 1:10000 dilution), protein bands were visualized using FDbio-Femto ECL Western blotting detection reagents (Fdbio Science). ImageJ software quantified protein expression levels relative to β-actin.

### Quantitative real-time PCR (qPCR)

Total RNA was isolated with TRIzol reagent (Takara) and reverse transcribed into cDNA. SYBR Green PCR Master Mix (Takara) served as the detection system for qPCR. Gene expression levels were quantified via the 2-ΔΔCt method, with β-actin as the endogenous control. Primers sequences are provided in Table S3.

### CHIP

Following the manufacturer's protocol (#9003, CST), BMDMs were fixed with 37% formaldehyde and quenched with glycine before chromatin digestion. The lysate was incubated with HIF-1α antibody, followed by immunoprecipitation using ChIP-grade Protein G magnetic beads to isolate the target protein DNA complex. Purified DNA was subsequently analyzed by qPCR.

### Luciferase reporter assay

293T cells were transfected with HIF-1α and/or the pGL4.10-mFABP7 promoter plasmid (Youming Biotechnology Co., Ltd, Guangzhou, China). Luciferase reporter assays were subsequently performed on the harvested cells following the manufacturer's protocol (#FR201, Transgen).

### Exosome isolation and detection

BMDMs were maintained in DMEM supplemented with 10% FBS and subjected to ultracentrifugation at 120,000 g for 8 h at 4 °C before processing. The CM was collected and centrifuged to eliminate cellular debris. Exosomes isolation involved sequential centrifugation steps: 300 g for 10 min, 2000 g for 10 min, and 10,000 g for 30 min at 4 °C, culminating in ultracentrifugation at 120,000 g for 70 min. The purified exosomes were washed with PBS and resuspended in fresh PBS. After lysing the pellets in RIPA buffer, proteins (20 μg) were separated by western blot and probed with anti-CD63 (1:500, ABClonal A5271) and anti-TSG101 (1:1000, Immunoway B6001).

Nanoparticle tracking analysis (NTA) was performed with a ZetaView instrument (Partical Metrix, Germany) to determine the concentration and size distribution of both CM and isolated exosomes. The CM was diluted 1:50 dilution in pure water, while exosomes required a 1:1000 dilution prior to measurement. Each analysis used 1 mL of prepared sample, with data collection and processing conducted through the ZetaView software. Comparative evaluation focused exclusively on exosome counts and concentrations within the 80-180 nm size range.

PKH26 labeling of BMDMs or exosomes involved incubation with the dye (1:250 dilution) for 15 min at 37 °C and followed by 30 min at 4 °C. After staining, BMDMs were washed with PBS and centrifuged at 950 rpm for 5 min, while exosomes underwent PBS washing and ultracentrifugation at 120,000 g for 70 min at 4 °C. For cellular uptake experiments, 5 µg of exosomes were incubated with 5×10^5^ recipient cells for 24 h. To track exosome distribution *in vivo*, mice received 150 µg of exosomes per animal via tail vein injection.

### Measurement compositions of the CM

Liver macrophages isolated from naive control or FABP7^-/-^ mice bearing MC38 cells cultured *ex vivo* to analyze their CM composition. Lipid content was quantified using the Triglyceride Colorimetric Assay Kit and Free Fatty Acid Fluorometric Assay Kit (Cayman Chemical) according to the manufacturer's protocols.

### Statistical analysis

The data are presented as mean ± SEM. All statistical analyses were conducted in GraphPad Prism 6, with unpaired two-tailed Student's t-test applied for two-group comparisons and one-way or two-way ANOVA for multi-group analyses. P < 0.05 was considered statistically significant, with the following notation: * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001, and ns (not significant, p > 0.05).

## Results

### FABP7 is upregulated in macrophages within the liver PMN

To investigate metabolic alterations in the liver microenvironment during progression from PMN formation to metastasis, we examined public gene expression profiles of liver KCs from tumor-free control mice and CRC metastasis models (GSE156429)^30^, along with liver tissues from control mice and pre-metastatic PDAC-bearing KPC mice (GSE109480)^31^. Intersecting these datasets with lipid metabolism pathway genes from the Reactome pathway database identified two differentially expressed genes (DEGs): FABP7 and aryl-hydrocarbon receptor repressor (AHRR). As FABP7 was the most significantly upregulated lipid metabolism-related gene in both datasets, we selected it for further investigation (Figure S1A-S1C).

To investigate changes in FABP7 expression from the liver PMN to the macro-metastatic niche (MMN), we employed an *in vivo* mouse model based on a previous study^32^. Intrasplenic injection of murine CRC (MC38) and PDAC (PAN02) cell lines reliably induced liver metastasis (Figure 1A; Figure S1D), monitored through bioluminescence imaging and histopathological analysis. Mice injected with MC38 cells developed liver PMNs by day 5 and MMNs by day 10, while PAN02-injected mice formed PMNs by day 14 and MMNs by day 21 (Figure 1B, 1C; Figure S1E, S1F).

Western blot analysis confirmed FABP7 upregulation in both the PMN and MMN stages of MC38 tumor-bearing mice (Figure 1D). qPCR and IHC analyses further demonstrated significantly higher FABP7 levels in the PMN and MMN compared to normal mouse liver tissue (Figure 1E; Figure S1G-S1I). We also established an orthotopic model by injecting MC38 cells directly into the mouse cecum to induce in situ liver metastasis (Figure S1J). This approach resulted in liver micrometastases at 4 weeks and macrometastases at 6 weeks (Figure S1K). Western blot analysis showed a progressive increase in FABP7 levels from week 1 to week 6 in these MC38-bearing mice (Figure S1L). Given the potential link between liver steatosis and worsened CRC metastasis-associated mortality^33^, we assessed steatosis status using Oil Red O staining in the PMN and MMN liver tissues from MC38-inoculated mice. No evidence of steatosis was detected in these tissues (Figure S1M).

Given the established role of FABP7 in liver KCs and its contribution to liver fibrosis progression^34^, we assessed FABP7 expression within distinct liver PMN cell populations using IF staining. FABP7 was highly expressed in macrophages (F4/80^+^) but was low detectable in other immune and stromal cell types, including neutrophils (Ly6G^+^), B cells (CD19^+^), T cells (CD4^+^ and CD8^+^), and fibroblasts (aSMA^+^) (Figure S2A). Flow cytometry analysis confirmed minimal FABP7 expression (<5% positivity) in all T cell subsets, including CD3+ populations and double-negative T cells (Figure S2B). We isolated macrophages from Blank (BL), PMN, and MMN liver tissues via flow cytometry, confirming >90% purity of the sorted populations (Figure S2C). qPCR analysis revealed significantly increased FABP7 expression in macrophages isolated from both PMN and MMN liver tissues compared to controls (Figure 1F). Furthermore, macrophages within liver PMN and MMN tissues from tumor-bearing mice exhibited substantially higher FABP7 expression than those from tumor-free mice (Figure 1G; Figure S2D). Notably, FABP7 expression was minimal to undetectable in macrophages from the lung, bone, or spleen—common metastatic sites for gastrointestinal tumors—during the PMN phase (Figure S2E).

We next examined FABP7 expression dynamics across distinct liver macrophage populations within the PMN and MMN. IF staining revealed FABP7 expression not only in KCs (CLEC4F^+^ F4/80^+^) but also in CLEC4F^-^ F4/80^+^ macrophages within the liver MMN (Figure 1H). To validate this observation, we employed flow cytometry to assess FABP7 expression in CLEC4F^+^ F4/80^+^ KCs and CX3CR1^+^ F4/80^+^ MoMFs from the liver PMN and MMN of MC38 tumor-bearing mice (Figure S2F). Macrophage abundance increased significantly in the MMN but not the PMN, with elevations observed in both KC and MoMF populations (Figure 1I, 1J). Our analysis of total F4/80^+^ macrophages (including KCs and MoMFs) showed that FABP7 expression gradually increased during the PMN and MMN stages (Figure 1K). Additionally, FABP7 elevation during the PMN phase was primarily confined to KCs, whereas both KCs and MoMFs showed increased FABP7 expression during MMN development (Figure 1L). To track the origin of MoMFs, we utilized a bone marrow-derived macrophage (BMDM) transplantation model (Figure 1M). Flow cytometry demonstrated an increased number of CD45.1^+^ BMDMs within both PMN and MMN liver tissues (Figure 1N). Importantly, FABP7 upregulation in these CD45.1^+^ BMDMs was specifically observed only in the liver MMN (Figure 1O). Collectively, these findings demonstrate that FABP7 expression is predominantly elevated in KCs during the liver PMN stage, while both KCs and recruited MoMFs exhibit upregulated FABP7 expression in the established MMN.

### FABP7 is a prognostic and therapeutic biomarker for tumor liver metastasis

We obtained liver tissues from 22 non-neoplastic control patients (cohort 1) diagnosed with traumatic rupture or chronic cholecystitis. Additionally, we collected liver cyst tissues from 26 CRC patients without metastasis (cohort 2, non-metastatic), and metastatic liver tissues from 30 CRC patients (cohort 3) and 15 PDAC patients (cohort 4). We then analyzed FABP7 expression across all cohorts. IHC and IF analyses demonstrated significantly elevated FABP7 levels in macrophages from both non-metastatic and metastatic liver tissues of CRC patients (Figure 2A and 2B). Similarly, PDAC patients with liver metastasis exhibited higher FABP7 expression (Figure S2G). Western blot analysis confirmed increased FABP7 expression in metastatic CRC and PDAC liver samples compared to controls (Figure 2C; Figure S2H). To assess the clinical relevance of FABP7, we performed survival analysis using colon cancer mRNA microarray data from the Kaplan-Meier Plotter database. Among 1,061 patients with overall survival (OS) data and 1,336 with relapse-free survival (RFS) data, elevated FABP7 expression was significantly associated with worse clinical outcomes. Specifically, patients with higher FABP7 expression exhibited reduced OS (HR = 1.29, 95% CI: 1.05-1.58, p = 0.013) and RFS (HR = 1.51, 95% CI: 1.18-1.93, p = 0.0011) compared to the low-expression group (Figure 2D).

To determine the functional contribution of FABP7 to liver metastasis, we generated systemic FABP7 knockout (KO) mice (FABP7^-/-^) and confirmed successful FABP7 ablation in liver macrophages (Figure S3A-S3D). Importantly, the knockout did not alter the M1 or M2 polarization states of KCs or MoMFs in the liver (Figure S3E-S3G), nor did it affect macrophage expression of antigen presentation markers (CD80 and CD86) under physiological homeostasis (Figure S3H). Similarly, macrophage M1/M2 phenotypes in lung and spleen tissues remained unchanged in FABP7 KO mice at homeostasis (Figure S3I). Finally, FABP7 KO did not reduce the number or impair the function of regulatory T cells (Tregs) in MC38 tumor-bearing mice (Figure S3J).

To evaluate the role of FABP7 in liver PMN formation and metastasis, we intrasplenically injected MC38 and PAN02 cells into FABP7^-/-^ mice and their wild-type (WT) littermates. Liver metastases were quantified 10 days (MC38) and 21 days (PAN02) post-inoculation (Figure 2E; Figure S3K). Both the number and area of liver metastasis foci were significantly reduced in FABP7^-/-^ mice compared to WT controls (Figure 2F; Figure S3L). To pharmacologically inhibit FABP7, we employed the specific inhibitor α-Truxillic acid 1-naphthyl ester (SBFI-26). This compound competitively binds the FABP7 ligand-binding site, blocking its biological function, and has shown efficacy in murine inflammatory pain models^35^, ^36^, although its impact on tumor associated macrophage remained unexplored. We administered SBFI-26 via daily intraperitoneally injected to MC38-inoculated C57BL/6 mice. Consistent with the genetic deletion results, SBFI-26 treatment dramatically reduced both the number and area of liver metastasis foci (Figure 2G and 2H). These findings establish macrophage FABP7 expression as a critical regulator of liver metastasis with potential prognostic and therapeutic value.

### FABP7 induces M2 polarization of macrophages in liver PMN

Macrophages represent functionally distinct subpopulations critical to immunity. To induce polarization, BMDMs were stimulated to an M1 (pro-inflammatory) phenotype with interferon-γ (IFN-γ) and lipopolysaccharide (LPS), or to an M2 (pro-tumoral) phenotype using interleukin-4 (IL-4) and IL-10^37^, ^38^. qPCR analysis confirmed M1-marker (TNF-α, IL1β, IL6) and M2-marker (CD206, ARG1, IL10) expression (Figure S4A). Assessment of FABP7 expression in M0 (unactivated), M1, and M2 BMDMs by qPCR revealed significant upregulation specifically in M2-polarized macrophages (Figure S4B). Investigating FABP7's influence on polarization, we found that its overexpression (OE) both in BMDMs and RAW264.7 cells significantly increased M2-marker expression, while leaving M1-marker levels largely unchanged (Figure 3A; Figure S4C-S4E). Flow cytometry demonstrated increased CD163^+^ M2 macrophage numbers in the liver PMN and MMN of MC38 tumor-bearing mice, contrasting with CD68^+^ M1 macrophages which showed no increase (Figure 3B). No polarization differences emerged between BL and PMN macrophages in lungs, bones, or spleens (Figure S4F). Further analysis of macrophages isolated from the liver PMN from MC38 tumor-bearing mice confirmed a significant increase in M2 markers and a concurrent decrease in M1 markers (Figure 3C). IF analysis validated this M2 enrichment, showing a significantly higher percentage of CD163^+^ F4/80^+^ M2 macrophages within both the PMN and MMN of mice bearing MC38 or PAN02 tumors (Figure 3D; Figure S4G). This pattern was recapitulated in human CRC tissues, where CD163^+^ CD68^+^ M2 macrophage infiltration increased, and CD86^+^ CD68^+^ M1 macrophage infiltration decreased, at both non-metastatic and metastatic stages (Figure S4H). Spatial analysis revealed CLEC4F^+^ KCs as the primary M2-expanding population during liver PMN formation, while both CLEC4F^+^ KCs and CX3CR1^+^ MoMFs contributed to M2 expansion in established metastases (Figure 3E).

To determine the functional role of FABP7 in macrophage conversion, we analyzed liver PMN macrophages from WT and FABP7^-/-^ mice bearing MC38 tumors and observed increased macrophage abundance in FABP7^-/-^ mice. FABP7 KO selectively reduced M2 macrophage infiltration without altering M1 macrophage levels (Figure 3F). qPCR analysis revealed that FABP7 KO downregulated M2 markers and upregulated M1 markers (Figure 3G). Consistent with this, IF revealed a reduced percentage of M2 macrophages in the liver PMN of FABP7^-/-^ versus WT mice (Figure 3H). *In vitro* studies confirmed this polarization shift: FABP7 KO inhibited IL-4/IL-10-driven M2 polarization in BMDMs but did not alter LPS/IFN-γ-induced M1 polarization (Figure S4I). Notably, this effect was liver-specific, as FABP7 KO increased splenic M2 macrophages in tumor-bearing mice (Figure S4J). Pharmacological inhibition using the FABP7-specific blocker SBFI-26 mirrored genetic ablation, markedly reducing M2 macrophage numbers in the liver PMN (Figure 3I; Figure S4K). qPCR analysis of isolated macrophages from SBFI-26-treated mice confirmed suppression of M2 markers and induction of M1 markers without altering FABP7 transcription (Figure S4L). Collectively, these data establish FABP7 as a critical driver of M2 macrophage polarization specifically within the liver PMN.

### FABP7 promotes LD accumulation by mediating DGAT1 in PMN liver macrophages

Tumor microenvironment (TME) conditions trigger metabolic reprogramming in macrophages, subsequently shaping their functional phenotypes^39^, ^40^. Lipidomic analysis revealed markedly elevated long-chain fatty acids (LCFAs)—particularly long-chain polyunsaturated fatty acids (PUFAs)—in liver PMN tissues of MC38 tumor-bearing mice (Table S2). Consistent with this, liver macrophages isolated at the PMN stage from these mice showed substantially higher LD accumulation compared to macrophages from tumor-free mice (Figure 4A, 4B). As FABP7 facilitates fatty acid uptake and transport, we overexpressed it (OE-FABP7) in BMDMs. OE-FABP7 BMDMs exhibited enhanced LCFA uptake and increased LD accumulation versus control *in vitro* (Figure 4C, 4D; Figure S5A). This effect was abolished by the FABP7 inhibitor SBFI-26 (Figure 4E). *In vivo* validation demonstrated reduced adipophilin (ADRP; an essential LD structural protein) in liver macrophages from SBFI-26-treated mice (Figure 4F). Similarly, FABP7^-/-^ mice displayed diminished LD accumulation in liver PMN macrophages (Figure 4G and 4H). Notably, M2 polarization depends on FAO^41^. In IL-4/IL-10-polarized M2 macrophages—which showed elevated FABP7 expression (Figure S4A) and LCFA uptake exceeded those in M0 or LPS/IFN-γ-polarized M1 macrophages (Figure S5B, S5C).

To elucidate the mechanism role of FABP7 in macrophages, we performed mRNA sequencing on liver macrophages isolated from WT and FABP7^-/-^ mice with MC38-induced liver metastases. This revealed 1,529 DEGs, with PPAR signaling and fatty acid metabolism emerging as the top two enriched KEGG pathways (Figure S5D). However, qPCR analysis revealed no significant changes in PPAR target gene expression (PPARα, PPARβ, PPARγ, and PGC-1α) in FABP7 KO BMDMs (Figure S5E). 

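The data comprised 1 library of liver macrophages from WT mice and 1 library from FABP7 KO mice, so no difference between them has a replicate check, and no p-value is given. MC38 cells, a mouse colon carcinoma line, were injected into the spleen at 500000 cells in 100 µl per mouse, and macrophages were isolated from the metastatic liver on day 10 with an F4/80 positive selection kit. The number of mice behind each library is not given in the sources used here, and the sample labels call the KO sample a knockdown in 1 field and a knockout elsewhere, of which the paper's knockout was used. Poly(A) RNA was selected with oligo(dT) beads, primed at random and sequenced on the Illumina platform. The authors deposited FPKM values, that is, fragment counts scaled to gene length and to the library's total, for 22322 genes in each library, with no counts, fold changes or p-values. The submitters' processing notes name Bowtie2 2.2.8 and TopHat2 2.1.1, and the genome build and the counting tool are not given in the sources used here. Fabp7 (ENSMUSG00000019874) stood at 354 FPKM in the WT library and at 0.69 FPKM in the KO library, a log2 ratio of -7.71, as the labels state. The files hold no totals, but low values of short genes lay near whole multiples of 1 fragment, with 72.8% of 445 such values in the WT library and 71.6% of 457 in the KO library within 0.15 of a whole number of fragments, where chance gives 30.0%. From this step the depth was estimated at about 18000000 fragments for the WT library and 17900000 for the KO library. At this depth a gene of 2 kb at 1 FPKM rests on about 36 fragments, a counting error of 16.7%. Ratios are log2 of KO over WT after adding 1 FPKM to each value, which understates the change of low genes, and genes under 1 FPKM in both libraries were left out. A gene was taken as higher or lower when its ratio reached 1 on the log2 scale in either direction, a rule of size and not a test. For groups of genes, the median ratio of the group was set against the medians of 10000 random lists of the same size and the same mean expression, and a group was called higher or lower when its median lay outside the central 95% of them. These percentiles describe this pair of libraries and not the genotypes in general.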

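Of 10770 genes measured at 1 FPKM or more in at least 1 library, 238 were at least 2-fold higher and 318 at least 2-fold lower in FABP7 KO than in WT liver macrophages. After Fabp7 itself, the genes with the largest falls at 10 FPKM or more were the cell division genes Ube2c, Birc5, Cdca3, Nusap1, Top2a, Ccna2, Ccnb1, Pclaf and Stmn1. Top2a, which untangles replicated DNA, fell from 57.4 to 7.65 FPKM, and Ccnb1, the cyclin that drives entry into mitosis, fell from 19.4 to 2.15 FPKM. The largest rises were in Cd209f, Sap25, Nckipsd, Ltc4s, Cd83, Il1b, S100a9, Sh2b2, S100a8 and Oit3. Among them, Il1b, which encodes the inflammatory cytokine IL1β, rose from 26.7 to 148 FPKM, and Cd209f, a C-type lectin with near paralogs that could share its reads, rose from 1.96 to 28.8 FPKM. Oit3 belongs to the 15 markers of liver sinusoidal endothelial cells. Their median log2 ratio was 1.24, above their random range (-0.23 to 0.21), with 10 at least 2-fold higher. The 9 measured neutrophil markers, which include S100a8 and S100a9, had a median log2 ratio of 1.59, above their random range (-0.27 to 0.34), with 7 at least 2-fold higher, and over all 15 listed markers, without a floor, it was 0.89, still called. In the PPAR signaling list, 3 of the 52 measured genes were at least 2-fold higher and 2 at least 2-fold lower. Those higher were Fabp1, the liver FABP, at 8.38 FPKM in WT and 24.5 FPKM in KO macrophages, Apoc3, an apolipoprotein of the liver, at 3.88 and 10.3 FPKM, and Fabp4, the adipocyte FABP, at 4.13 and 9.68 FPKM. Those lower were Fabp7 and Scd2, a stearoyl-CoA desaturase, at 43.3 and 19.8 FPKM. The median log2 ratio of the list was 0.11, above the central 95% of random lists (-0.13 to 0.10), and 9.62% of its genes passed the size rule against 5.16% of all measured genes, within the 0 to 11.5% of random lists. In the fatty acid metabolism list, none of the 46 measured genes was at least 2-fold higher and 1, Scd2, was lower, and the median of -0.06 lay within the random range (-0.14 to 0.09). Cpt1a, which admits fatty acids to mitochondria for oxidation, was at 76.5 FPKM in WT and 83.4 FPKM in KO macrophages, and Scd1 was at 29.6 and 49.5 FPKM. The 12 measured members of either list that hepatocytes are known to express strongly had a median of 0.57, above the random range (-0.19 to 0.36) and at 0.17 without a floor, still called, with Apoa1 at 23.1 and 41.7 FPKM. In the same libraries, 32 other hepatocyte markers had a median of 0.76, with albumin (Alb) at 144 FPKM in the WT and 305 FPKM in the KO library. The 17 measured members that macrophages are known to express had a median of -0.08, within the random range (-0.27 to 0.13). They include Lpl, the lipoprotein lipase, at 550 and 521 FPKM, the fatty acid receptor Cd36 at 179 and 126 FPKM, and the phospholipid transfer protein Pltp at 389 and 662 FPKM. Among 19 measured genes of lipid droplet synthesis and breakdown, none passed the size rule and the median was 0.10 (random range -0.19 to 0.21), with Soat1 at 103 and 108 FPKM and Mgll, the MGL gene, at 1.05 and 3.02 FPKM, which passed the rule with a pseudocount of 0.1 (1.44) and under the scaling without hepatocyte, erythroid and mitochondrially encoded genes (1.01). Cideb, at 0.28 and 1.20 FPKM, also passed it with a pseudocount of 0.1 (1.77). The call of the PPAR signaling list was lost without its hepatocyte-enriched members (median 0.037), without the floor on low values (0.073), with a floor of 5 FPKM (0.037) and against random lists not matched on expression, and its macrophage-expressed members alone gave -0.076. With a pseudocount of 0.1, 562 genes were higher and 444 lower, and the share of PPAR signaling genes past the size rule, 19.2%, lay above the random range. The lists were written from general knowledge of the KEGG pathways and are not KEGG's own. From the enrichment of these pathways among its DEGs, the paper goes on to PPAR target genes in BMDMs (Figure S5E) and then to mitochondrial pathways (Figure S5F).

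**Figure D1:**
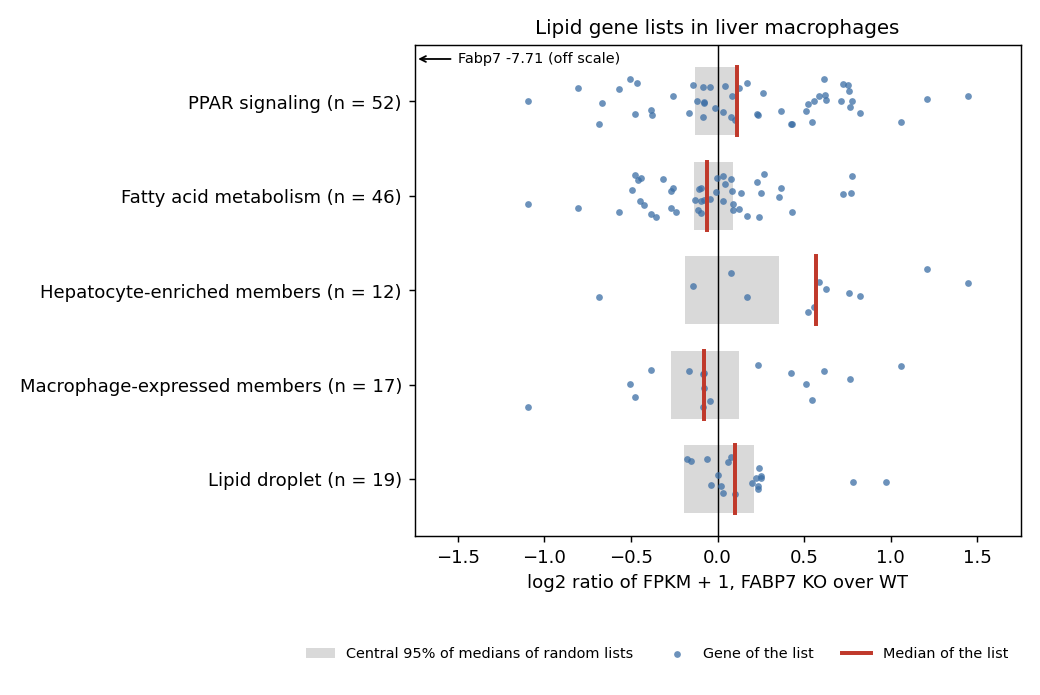
Log2 ratio of FPKM + 1, FABP7 KO over WT, on the x axis for each measured gene (points) of 5 lipid gene lists (rows), with the median of each list (red line) and the central 95% of the medians of 10000 random lists (grey). Fabp7, at -7.71 in the PPAR signaling row, lies off the scale to the left, and the hepatocyte-enriched members have their median at 0.57, right of the grey band.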

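Most genes of the citrate cycle had moderately lower values in FABP7 KO than in WT liver macrophages. Of 28 measured genes of the cycle and its feeding enzymes, 25 had a log2 ratio below 0 and 3 above 0 (Aco1, Idh1 and Ogdh, named after their values were seen), and none reached a 2-fold difference. The median of -0.32 lay below the random range (-0.20 to 0.09), at percentile 0.05. Idh3a, the catalytic subunit of the NAD-dependent isocitrate dehydrogenase, was at 36.5 FPKM in WT and 21.2 FPKM in KO macrophages, and Sdhb, which belongs to the cycle and to complex II, was at 85.7 and 57.1 FPKM. Mdh1, the cytosolic malate dehydrogenase, was at 146 and 128 FPKM, and Idh1, the cytosolic isocitrate dehydrogenase, at 133 and 136 FPKM. In the OXPHOS list, 82 of 94 measured genes had a ratio below 0 and 12 above 0, again with none at 2-fold. Its median of -0.33 lay below all 10000 random medians, whose central range was -0.14 to 0.02. The lowest ratios were those of the ATP synthase subunit Atp5o, at 145 FPKM in WT and 86.0 FPKM in KO macrophages, the complex I subunits Ndufb6 at 22.1 and 13.6 FPKM and Ndufa12 at 41.4 and 26.3 FPKM, and the complex IV subunit Cox7a2 at 52.9 and 34.3 FPKM. Split by complex, which was done after the values were seen, the nuclear genes had medians of -0.34 in complex I (38 genes), -0.40 in complex II (4 genes), -0.32 in complex III (9 genes), -0.37 in complex IV (15 genes) and -0.47 in complex V (15 genes). Complex II, with only these 4 genes, was the one whose median stayed within its random range (-0.44 to 0.28). The 13 respiratory chain genes encoded by the mitochondrial genome had a median of 0.06, within the random range (-0.36 to 0.10). Of these, mt-Co1 was at 9664 FPKM in WT and 8809 FPKM in KO macrophages, and mt-Co3 at 4130 and 4309 FPKM. The 17 measured V-ATPase genes, proton pumps of lysosomes that KEGG lists with OXPHOS, had a median of 0.14, above the random range (-0.26 to 0.12), a call that was lost without a floor (0.075) and with a floor of 5 FPKM (0.11). In the same libraries, the 11 pan-macrophage markers had a median of 0.25, above their random range (-0.38 to 0.11), with Csf1r at 2372 and 3173 FPKM, and all 24 proliferation genes were at least 2-fold lower, with a median of -2.34 (Pcna was short of 2-fold under both other scalings, at -0.99 and -0.98). Among lists chosen after the values were seen, 73 cytosolic ribosomal protein genes, which share reads with many pseudogenes, had a median of -0.46, and 38 proteasome genes had a median of -0.41, both below their random ranges. Against random lists matched also on exon length and GC content, an alternative chosen after seeing the data, the citrate cycle and OXPHOS medians remained below the central range (-0.24 to 0.04 and -0.25 to -0.097).

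**Figure D2:**
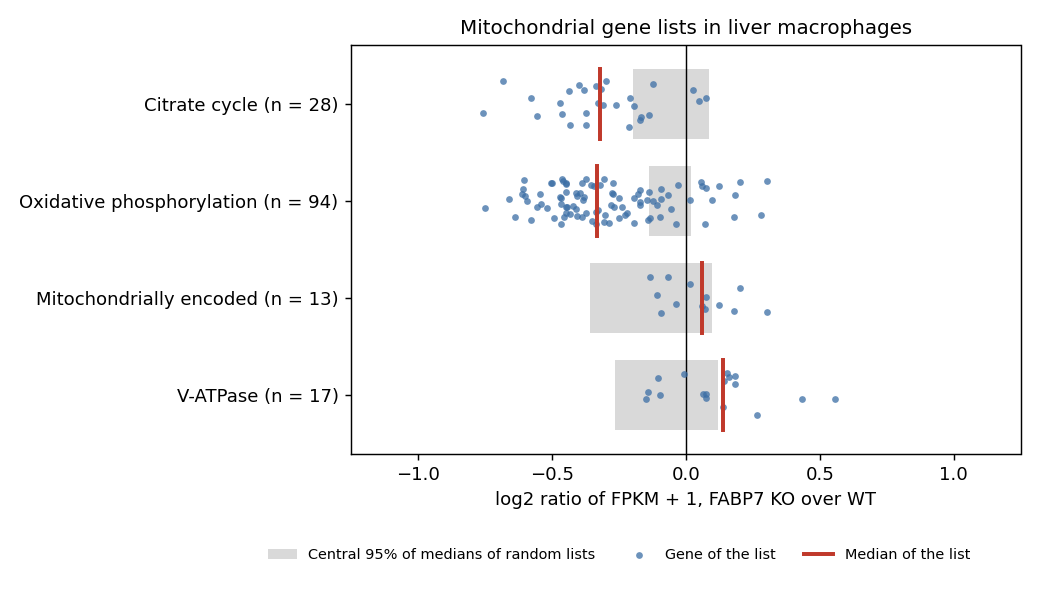
Log2 ratio of FPKM + 1, FABP7 KO over WT, on the x axis for each measured gene (points) of 4 mitochondrial or V-ATPase gene lists (rows), with the median of each list (red line) and the central 95% of the medians of 10000 random lists (grey). The citrate cycle and OXPHOS medians lie left of their grey bands at -0.32 and -0.33, and the mitochondrially encoded genes have their median at 0.06.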

Gene enrichment analysis further indicated that FABP7 KO impaired citrate cycle and oxidative phosphorylation pathways (OXPHOS) (Figure S5F). Mitochondrial stress testing confirmed reduced basal and maximal respiration in FABP7 KO macrophages from metastasized liver (Figure 4I), demonstrating impaired mitochondrial function. Subsequent morphological analysis via Mito Tracker staining and transmission electron microscopy (TEM) showed that FABP7 deletion decreased mitochondrial fission while increasing fusion in MMN-stage macrophages (Figure 4J-4L). Conversely, fission was elevated in PMN-stage macrophages and OE-FABP7 BMDMs (Figure S5G-S5L). To validate FAO dependence, we treated macrophages with the FAO inhibitor etomoxir (Eto). qPCR analysis showed that elevated M2-marker expression in OE-FABP7 BMDMs was abolished by etomoxir treatment (Figure S5M), indicating FABP7 potentiates mitochondrial oxidative metabolism. Given mitochondria primarily generate energy from glucose, glutamine, and fatty acids, we performed substrate dependency assays. FABP7 KO specifically reduced macrophage reliance on fatty acids in metastasized livers (Figure S5N), and palmitate (PA) oxidation stress tests confirmed diminished PA-driven mitochondrial respiration (Figure S5O). Isotope tracing experiments using ^13^C-labeled acetate and palmitate demonstrated reduced incorporation of these substrates into tricarboxylic acid (TCA) cycle intermediates (fumarate, oxaloacetate, and α-KG) in FABP7 KO BMDMs (Figure S6A-S6C). Similarly, ^13^C-PA-derived acetyl-CoA and TCA cycle metabolites (citrate, succinate, and α-KG) showed decreased enrichment in FABP7 KO BMDMs (Figure S6D-S6F). These findings collectively establish FABP7 as a key regulator of lipid metabolism in macrophage mitochondria.

LDs are dynamic organelles regulated by key lipid metabolism enzymes, including the LD biogenesis enzymes diacylglycerol acyltransferase 1 (DGAT1) and DGAT2 and degradation regulators adipose tissue triacylglycerol lipase (ATGL), hormone-sensitive lipase (HSL), and monoacylglycerol lipase (MGL)^42^, ^43^. FABP7 primarily induced DGAT1 upregulation (Figure S5P, S5Q). To investigate whether FABP7-mediated LD accumulation depends on DGAT1, we simultaneously overexpressed FABP7 and silenced DGAT1 in macrophages. Flow cytometry analysis revealed that while FABP7 OE markedly increased LD formation, DGAT1 knockdown abolished this effect (Figure 4M). Consistent with this, pharmacological DGAT1 inhibitor (iDGAT1, A922500) abrogated FABP7-induced lipid accumulation and M2 marker expression in BMDMs (Figure 4N; Figure S5R), and attenuated liver metastasis *in vivo* (Figure 4O, 4P). Together, these results demonstrate that FABP7 promotes LD accumulation in liver PMN macrophages by upregulating DGAT1, thereby enhancing macrophage FAO and promoting M2 polarization.

### Hypoxia-induced FABP7 in macrophages promotes LD accumulation in the liver PMN

To investigate whether hypoxia induces FABP7 expression and drives LD accumulation in liver PMN macrophages, we performed histological analyses of MC38 tumor-bearing mice. These revealed strong positive correlations between FABP7 and HIF-1α expression in both PMN and MMN liver tissues (Figure 5A). This correlation was corroborated in CRC liver metastasis patients (GEO dataset GSE131418)^44^ (Figure S7A). While HIF-1α levels remained unchanged in lung and bone PMN (Figure S7B, S7C), liver macrophages from MC38 tumor-bearing mice exhibited significant upregulation of both HIF-1α and FABP7 compared to controls (Figure 5B). *In vitro*, cobalt dichloride (CoCL_2_)-induced hypoxia markedly increased HIF-1α and FABP7 mRNA in macrophages without altering HIF-1α in OE-FABP7 macrophages (Figure 5C; Figure S7D, S7E), concurrent with enhanced LD accumulation (Figure 5D, 5E; Figure S7F, S7G). Physiological hypoxia (1% O₂, 48 h)​​ similarly upregulated HIF-1α and FABP7 in macrophages (Figure 5F) and induced M2 polarization (Figure 5G). HIF-1α gain- and loss-of-function experiments in BMDMs demonstrated that HIF-1α overexpression upregulated FABP7 mRNA, while knockdown reduced it (Figure S7H, S7I). Chromatin immunoprecipitation (ChIP)-qPCR confirmed HIF-1α enrichment at the FABP7 promoter (Figure 5H). In silico analysis (TFtarget database) identified a high-confidence HIF-1α binding site (score: 0.86) within the 2-kb upstream region of the FABP7 transcription start site (Figure 5I). Luciferase reporter assays demonstrated that HIF-1α OE enhanced FABP7 promoter activity in 293T cells transfected with WT pGL4.10-FABP7 (Figure 5J). Collectively, these findings demonstrate that hypoxia-induced HIF-1α transcriptionally activates FABP7 to drive LD accumulation in liver PMN macrophages.

### FABP7-mediated lipid-laden macrophages metabolically reprograms CD8^+^ T cells, leading to their dysfunction

Lipid metabolism orchestrates tumor-microenvironment crosstalk^22^. Given the pivotal role of CD8^+^ T cells in antitumor immunity^45^, ^46^, we investigated how FABP7-mediated lipid accumulation in macrophages affects their function. We pre-incubated BMDMs with fluorescently labeled LCFA (BODIPY-C16) to generate lipid-laden macrophages, then collected conditioned medium (CM). Strikingly, CD8⁺ T cells cultured in this CM internalized fluorescent lipids, forming LD-like structures (Figure 6A, 6B), indicating intercellular lipid transfer from. Since extracellular vesicles (EVs) mediate lipid trafficking and cellular communication^47^-^49^, we fractionated CM using a 100-kDa filter to separate free fatty acids (<100 kDa) from vesicle-bound lipids (>100 kDa) (Figure S8A)^22^. The >100-kDa fraction induced significantly higher lipid uptake in CD8^+^ T cells (Figure S8B), suggesting exosomes-mediated transfer. This was confirmed by PKH26 labeling: flow cytometry showed enhanced PKH26 signal in CD8^+^ T cells exposed to CM from labeled BMDMs (Figure S8C). Nanoparticle tracking and western blot (CD63/TSG101) verified exosome enrichment after ultracentrifugation (Figure S8D, S8E). *In vivo*, CD8^+^ T cells internalized lipid-laded BMDM-derived exosomes in an FABP7-dependent manner (Figure 6C, 6D); this uptake was replicated *in vitro* (Figure 6E). CM-exposed CD8^+^ T cells exhibited reduced oxidative phosphorylation and glycolysis (Figure 6F, 6G), with mitochondrial fuel assays showing diminished glucose dependence and attenuated PA-driven respiration (Figure S8F, S8G). Concurrently, exhaustion markers (PD1⁺, TIM3⁺) increased (Figure S8H, S8I), while effector molecules (IFN-γ, TNF-α, GzmB) were downregulated (Figure S8J). These findings demonstrate that lipid-laden macrophages deliver lipids via exosomes to metabolically reprogram CD8^+^ T cells, impairing their antitumor function.

We then assessed how FABP7 influences CD8^+^ T cell activity. Clinical analysis revealed an inverse correlation between FABP7 expression and tumor-infiltrating CD8^+^ T cell (TIL) density in liver metastases from CRC patients (Figure 6H). Consistently, FABP7^-/-^ mice exhibited increased CD8^+^ TILs compared to WT control during MC38-induced liver metastasis (Figure 6I, 6J). These T cells showed enhanced functionality—evidenced by elevated IFN-γ, TNF-α, and GzmB expression alongside reduced PD1 and TIM3 exhaustion markers (Figure 6K; Figure S8K). Antigen-specific validation using OVA-MC38 models confirmed increased tetramer^+^ CD8^+^ T cells with heightened TNF-α and GzmB production in FABP7^-/-^ mice (Figure S8L). Notably, clodronate-mediated macrophage ablation abolished these T cell enhancements (Figure 6L-6N; Figure S9A, S9B). Clodronate treatment effectively eliminated liver macrophages while sparing lung macrophages and causing only partial depletion in spleen and bone (Figure S9C). Sequential depletion experiments revealed that FABP7 knockout's antimetastatic effect required both macrophages and CD8+ T cells, as individual depletion of either population exacerbated metastases, with combined depletion showing additive effects (Figure S9D-S9F). Pharmacological FABP7 inhibition with SBFI-26 mirrored genetic ablation, increasing functional CD8^+^ TILs and boosting IFN-γ, TNF-α, and GzmB production (Figure 6O-6Q; Figure S9G). These findings suggest FABP7 deletion in liver macrophages potentiates CD8^+^ T cell-mediated antitumor immunity.

### FABP7 mediates lipid-laden macrophages to deliver LDs to support metastatic colonization

We next examined whether macrophages transfer stored lipids to tumor cells. MC38 cells were cocultured with BMDMs pre-incubated with BODIPY-C16 (Figure 7A). IF and flow cytometry revealed increased fluorescence in MC38 cells but decreased signals in BMDMs after co-culture, with OE-FABP7 BMDMs exhibiting enhanced lipid transfer efficiently (Figure 7B-7D). CM from labeled BMDMs similarly delivered lipids to MC38 cells (Figure S10A, S10B), which localized to tumor cell mitochondria (Figure S10C). This lipid transfer induced metabolic reprogramming in MC38 cells, evidenced by upregulated FAO pathway genes (Figure S10D) and increased FAO phosphorylation (Figure 7E). Mitochondrial fuel testing demonstrated greater fatty acid dependence and elevated maximum PA respiration in CM-treated MC38 cells (Figure S10E, S10F). Corresponding to enhanced lipid utilization, MC38 cells displayed accelerated proliferation (Figure 7F). Conversely, FABP7 KO attenuated lipid transfer and diminished tumor cell proliferation (Figure 7G, 7H), while reducing tumor cell death upon coculture (Figure S10G). These findings demonstrate that macrophage-derived lipids promote tumor cell proliferation through metabolic reprogramming.

To determine whether macrophage-derived lipids transfer to tumor cells via exosomes, we fractionated macrophage-CM by molecular weight. The >100 kDa fraction induced significantly stronger fluorescent signals in MC38 cells compared to the <100 kDa fraction (Figure S10H-S10J), suggesting exosome-dependent lipid transfer. Flow cytometry confirmed enhanced PKH26 signal in MC38 cells exposed to CM from labeled BMDMs (Figure S10K), with direct visualization confirming exosomal uptake by MC38 cells (Figure S10L, S10M). Crucially, *in vivo* tracking revealed FABP7-dependent uptake of lipid-laden BMDM-derived exosomes by MC38 cells (Figure 7I, 7J). Consistently, CD8^+^ T cells and MC38 cells from FABP7^-/-^ liver metastatic foci exhibited reduced LD content (Figure 7K, 7L). Lipidomic analysis of liver PMN macrophage CM revealed reduced triglyceride (TG) but unchanged free fatty acid (FFA) levels in FABP7^-/-^ samples (Figure S10N), with purified exosomes showing identical selective TG deficiency (Figure S10O). Pharmacological inhibition of exosome secretion (GW4869) blocked lipid transfer to both CD8^+^ T cells and MC38 cells (Figure 7M), suppressed tumor proliferation, and reduced hepatic metastatic burden *in vivo* (Figure 7N, 7O; Figure S10P). These findings establish that FABP7 enables macrophages to selectively deliver triglycerides via exosomes, reprogramming tumor metabolism to drive metastatic growth.

## Discussion

Metastasis remains an urgent challenge in current cancer therapies. Lipid metabolic reprogramming is increasingly recognized as a key driver of tumor progression^50^. Lung fibroblasts enhance tumor cell proliferation and metastasis by secreting cathepsin B (CTSB), which upregulates stearoyl CoA desaturase 1 (SCD1) expression and subsequently increases fatty acid content in tumor cells^51^. Although lipid metabolic reprogramming drives PMN formation^22^, the molecular mechanisms linking macrophage-mediated lipid dynamics to hepatic PMN establishment remain poorly defined. Our study uncovered a ​​FABP7-centered lipid cascade​​ that links macrophage metabolic reprogramming to immunosuppressive niche formation. Mechanistically, hypoxia-induced HIF-1α transcriptionally activates FABP7, driving ​​DGAT1-dependent LD biogenesis in macrophages. This coordinated process potentiates M2 polarization and facilitates exosomal lipid shuttling to both CD8^+^ T cells and tumor cells, ultimately driving metastatic progression.

FABP7 is a member of the fatty acid-binding protein family that facilitates cellular fatty acid uptake, transport, and metabolic regulation while influencing gene expression and growth pathways^52^. Its established role in tumor development^53^ contrasts with previously unexplored functions within the TME. We identified selective FABP7 upregulation in liver macrophages during PMN formation - a pattern absented in lung, bone, or spleen macrophages. Hepatic macrophages comprise two ontogenetically distinct populations: embryo-derived Kupffer cells (KCs) and bone marrow-derived monocyte-derived macrophages (MoMFs) 54. FABP7 upregulation occurred predominantly in KCs during PMN formation, extending to both KCs and MoMFs in established metastatic niches. This expression pattern was mechanistically driven by the organ's hypoxic microenvironment - a known catalyst for hepatic tumor progression^55^, wherein tumor-induced ​​HIF-1α​​ activation directly bound the FABP7 promoter. The ​​hypoxia-HIF-1α-FABP7 axis​​ accounted for FABP7's selectively induction in liver-resident KCs during PMN initiation and subsequent upregulation in recruited MoMFs during overt metastasis. Importantly, HIF-1α depletion eliminated FABP7 induction in tumor-conditioned macrophages, confirming its upstream regulatory role.

Patients with liver metastases exhibit poor prognosis and diminished treatment response^56^. Existing therapies show limited efficacy, posing significant challenges in managing metastatic progression^57^. We observed progressive upregulation of FABP7 in macrophages during liver PMN formation and metastatic colonization in CRC and PDAC patients, correlating strongly with adverse clinical outcomes. To explore FABP7's therapeutic potential, we generated global FABP7 knockout mice. To evaluate systemic knockout effects across cell types, we found FABP7 expression restricted to F4/80^+^ macrophages within the liver PMN, with undetectable expression in neutrophils, lymphocytes, or fibroblasts. Systemic KO did not impair macrophage functions in lungs, bones, or spleens nor alter Treg activity. Notably, both genetic ablation and pharmacological inhibition with SBFI-26 consistently suppressed metastasis, confirming FABP7 as a promising druggable target specific to the liver microenvironment.

Macrophages exhibit functional plasticity, polarizing toward pro-inflammatory (M1) or pro-tumorigenic (M2)^58^. We demonstrated that FABP7 triggered M2 polarization in liver PMNs. Crucially, both genetic FABP7 ablation and pharmacological inhibition (SBFI-26—previously used in murine inflammatory pain models^36^) suppressed M2 polarization. Given that lipid accumulation confers metastasis-promoting capacities in immune cells during PMN and MMN formation^48^, ^59^, and M2 activation requires FAO, we investigated FABP7's metabolic role. Tumor-bearing mice exhibited elevated LCFAs in liver PMNs. FABP7 enhanced fatty acid uptake and LD accumulation in macrophages *in vivo* and *in vitro*, concomitant with heightened mitochondrial respiration. Substrate dependency assays revealed increased fatty acid utilization in FABP7-expressing macrophages. Isotopic tracing with ^13^C-acetate and ^13^C-PA in FABP7-KO versus WT BMDMs demonstrated suppressed lipid flux into TCA cycle intermediates—confirming FABP7 's essential role in macrophage lipid utilization. Mechanistically, FABP7 channeled fatty acid to DGAT1, the terminal triglyceride synthesis enzyme, triggering extensive LD biogenesis. DGAT1 knockdown reversed both LD accumulation and M2 polarization in OE-FABP7 macrophages. The resulting LD accumulation sustained M2 commitment via FAO-dependent mitochondrial respiration, creating a feedforward loop where lipid storage begets protumor phenotypes.

Metabolic crosstalk within the TME critically regulates immune functionality^60^. We found that lipid-mediated communication between macrophages and CD8^+^ T cells orchestrated the immunosuppressive landscape of liver metastasis. Additionally, our data demonstrated that CD8^+^ T cells internalized lipids from BMDM-derived exosomes. This LD burden disrupts lipid metabolism and impairs cytotoxic function in T cells^61^, as evidenced by diminished mitochondrial respiration and glycolytic capacity following macrophage-derived lipid transfer. These cells simultaneously showed elevated expression of exhaustion markers (PD1⁺, TIM3⁺) and reduced production of effector molecules (IFN-γ, TNF-α, GzmB). Importantly, FABP7 deletion significantly decreased exosomal triglyceride content, thereby limiting lipid droplet accumulation in CD8^+^ T cells. In MC38-induced liver metastasis models, FABP7^-/-^ mice harbored more CD8^+^ TILs than wild-type controls. These T cells displayed improved functionality, characterized by higher IFN-γ, TNF-α, and GzmB levels alongside lower PD1 and TIM3 expression. Pharmacological inhibition of FABP7 using SBFI-26 recapitulated the genetic knockout phenotype, enhancing both the quantity and effector function of CD8^+^ TILs. These findings suggest FABP7 deletion in liver macrophages enhances CD8^+^ T cell-mediated antitumor immunity by preventing lipid-induced metabolic dysfunction.

We hypothesized that the LDs released by lipid-laden macrophages could be internalized by metastatic cancer cells. Our findings demonstrated that FABP7-mediated lipid transfer from macrophages to tumor cells increased their dependence on mitochondrial fatty acid oxidation, thereby facilitating metastatic colonization. Extracellular vesicles (EVs) serve as essential mediators of intercellular lipid trafficking^48^. While previous studies describe tumor-to-macrophage lipid transfer via vesicles^62^ and tumor-derived exosomes rewiring dendritic cell metabolism^63^, our findings demonstrated a reciprocal mechanism whereby TG-rich exosomes​​ mediated lipid transfer from macrophages to both CD8^+^ T cells and metastatic cells. Pharmacological inhibition of exosome secretion using GW4869 effectively suppressed metastatic progression, confirming the essential role of vesicular transport.

In summary, our study demonstrates that hypoxia-induced FABP7 expression in macrophages drives PMN formation and hepatic metastasis by promoting LD accumulation and impairing CD8^+^ T cell function, ultimately supporting metastatic growth through metabolic reprogramming. FABP7^+^ macrophages transferred TG-enriched exosomes to CD8^+^ T cells, driving PD-1 upregulation, this interaction suggests therapeutic synergy between FABP7 inhibition and anti-PD1 immunotherapy in metastatic disease. These results establish FABP7 as a promising therapeutic target for intercepting liver metastasis.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
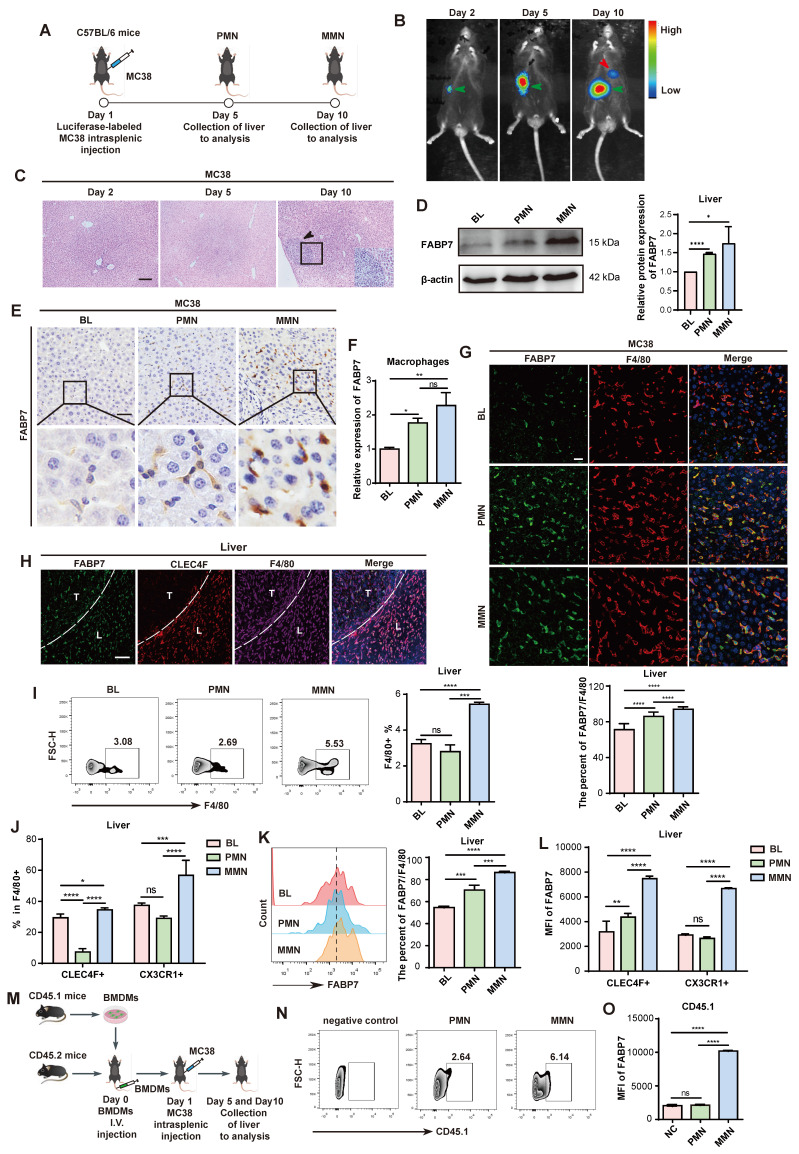
**FABP7 is upregulated in liver macrophages within the PMN stage.** (A) Schematic illustration of the intrasplenic injection model using MC38 cells to study liver metastasis (By Figdraw). (B) Representative bioluminescence images of luciferase-expressing MC38 cells following intrasplenic injection in C57BL/6 mice. The green arrow indicated the splenic tumor in situ, while the red arrow indicated the liver metastases. (C) HE staining of liver sections from MC38-injected mice at days 2, 5, and 10 post-injection. Scale bars, 100 μm. (D-E) Western blot analysis (D) and IHC staining (E) of FABP7 expression in livers from MC38 tumors bearing compared to tumor-free controls (BL) in PMN and MMN (n=3). Scale bars, 50 μm. β-actin served as loading control. (F) qPCR analysis of FABP7 expression in liver macrophages isolated from MC38 tumors bearing mice across three different stages (n=3). (G) IF staining of FABP7 (green) and F4/80 (red) in livers from MC38 tumors bearing mice at three different stages. The percentage of FABP7^+^ proportions within F4/80^+^ populations was shown below (n=3). Scale bars, 20 μm. (H) IF staining of FABP7 (green), CLEC4F (red) and F4/80 (purple) in livers from mice bearing MC38 cells for 10 d. T, metastatic tumor; L, adjacent liver. Scale bars, 50 μm. (I-L) Flow cytometry analysis of the number (I and J) and FABP7 expression (K and L) in total macrophages (F4/80^+^), KCs (CLEC4F^+^) or MoMFs (CX3CR1^+^) in livers at three different stages (n=3). (M) Pattern diagram of BMDMs adoptive transfer experiment. (N-O) Flow cytometry measured CD45.1^+^ macrophage count and FABP7 expression levels at three different stages (n=3). HE, hematoxylin-eosin; IHC, immunohistochemistry; IF, immunofluorescence. Data are presented as the mean ± SEM. p values were determined by one-way ANOVA (D, F, G, K and O) or two-way ANOVA (J and L).: * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001; ns, not significant.

**Figure 2:**
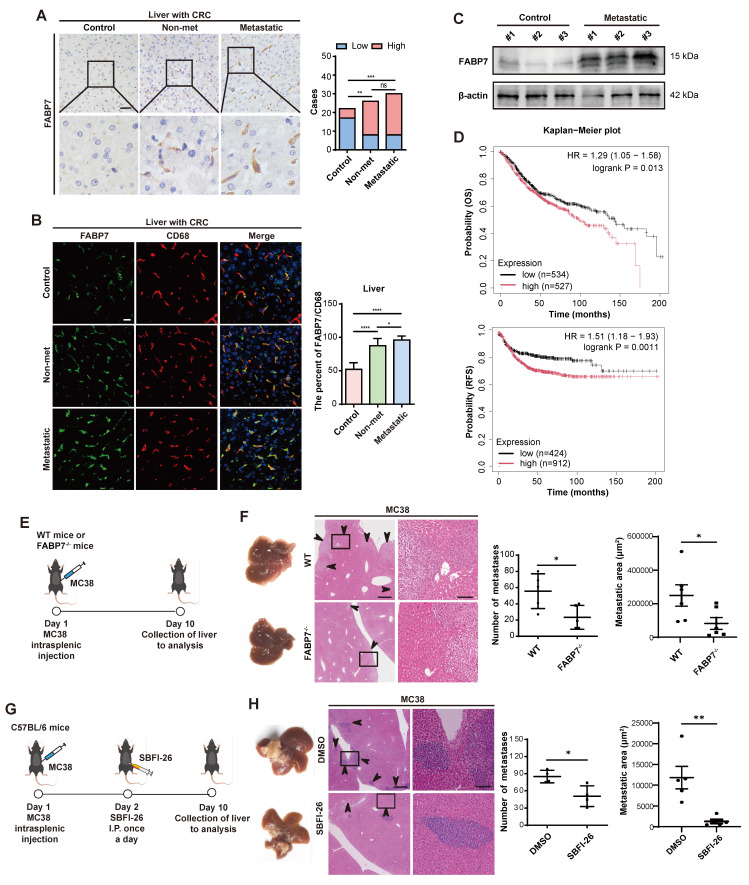
** FABP7 is a prognostic and therapeutic biomarker for liver metastasis.** (A) Representative IHC images of FABP7 expression in liver samples from CRC patients with liver metastatic (n=30), non-metastatic (n=26), and non-cancerous controls (n=20). Statistical analysis using chi-square test was shown on the right. Scale bar, 20 μm. (B) Representative IF images of FABP7 (green) and macrophage marker CD68 (red) in livers. The percentage of FABP7 to CD68 was shown on the right (n=10 per group). Scale bar, 20 μm. (C) Western blot analysis of FABP7 expression levels in liver samples from metastatic CRC patients compared with controls (n=3). β-actin served as loading control. (D) OS and RFS curves based on FABP7 expression level using mRNA microarray data of colon cancer from the Kaplan-Meier Plotter database. (E-F) As depicted in the schematic (E), the number and area of liver metastasized foci were compared between WT and FABP7^-/-^ mice bearing MC38 tumors (F, n=6). Scale bars, 200 μm (F, left of the middle panel) or 20 μm (F, right of the middle panel). (G-H) As depicted in the schematic (G), the effect of SBFI-26 in controlling liver metastasis was determined (H, n=5). Scale bars, 200 μm (H, left of the middle panel) or 20 μm (H, right of the middle panel). CRC, colorectal cancer; OS, overall survival; RFS, relapse free survival. Data are presented as mean ± SEM. p values were determined by chi-square test (A), one-way ANOVA (B) or unpaired two-tailed Student's t-test (F and H). * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001; ns, not significant.

**Figure 3:**
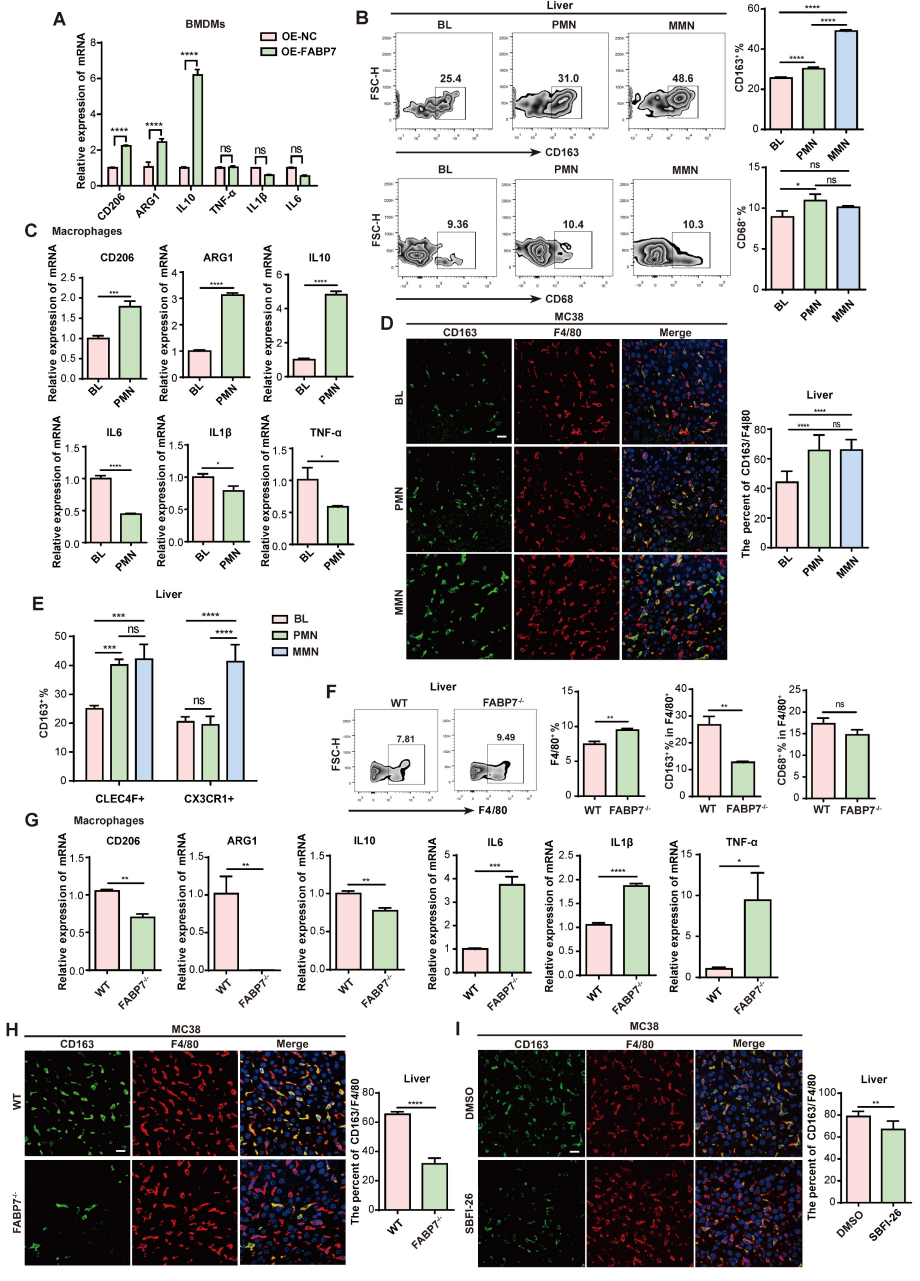
**FABP7 promotes M2 polarization of macrophage in liver PMN.** (A) qPCR analysis of M2-relative genes (CD206, ARG1, IL10) and M1-relative genes (TNF-α, IL1β, IL6) expression in OE-FABP7 BMDMs compared to the control cells (n=3). (B) Flow cytometry analysis of CD163^+^ M2 and CD68^+^ M1 macrophages in livers of MC38 tumor- bearing mice across three different stages (n=3). (C) qPCR analysis of M2 and M1 relative genes expression in liver macrophages isolated from tumor-free (BL) and MC38 tumor- bearing mice in PMN (n=3). (D) Representative IF images of CD163 (green) and F4/80 (red) in livers from mice at three different stages, with the CD163^+^/F4/80^+^ ratio quantified (n=3). Scale bars, 20 µm. (E) Flow cytometry analysis of CD163^+^ M2 macrophage populations in liver PMN and MMN (n=3). (F) Flow cytometry analysis of CD163^+^ and CD68^+^ expression levels in F4/80^+^ liver macrophages from WT and FABP7^-/-^ mice (n=3). (G) qPCR analysis of M2- and M1- relative genes expression in liver macrophages isolated from WT and FABP7^-/-^ mice in PMN (n=3). (H) Representative IF images of CD163 (green) and F4/80 (red) in livers from WT and FABP7^-/-^ mice in PMN, with the CD163^+^/F4/80^+^ ratio quantified (n=3). Scale bars, 20 µm. (I) Representative IF images of CD163 (green) and F4/80 (red) in livers from MC38 tumor-bearing C57BL/6 mice treated with DMSO or SBFI-26 in PMN, with the CD163^+^/F4/80^+^ ratio quantified (n=3). Scale bars, 20 µm. OE, overexpression. Data are presented as the mean ± SEM. p values were determined by two-way ANOVA (A and E), one-way ANOVA (B and D) or unpaired two-tailed Student's t-test (C and F-I). * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001; ns, not significant.

**Figure 4:**
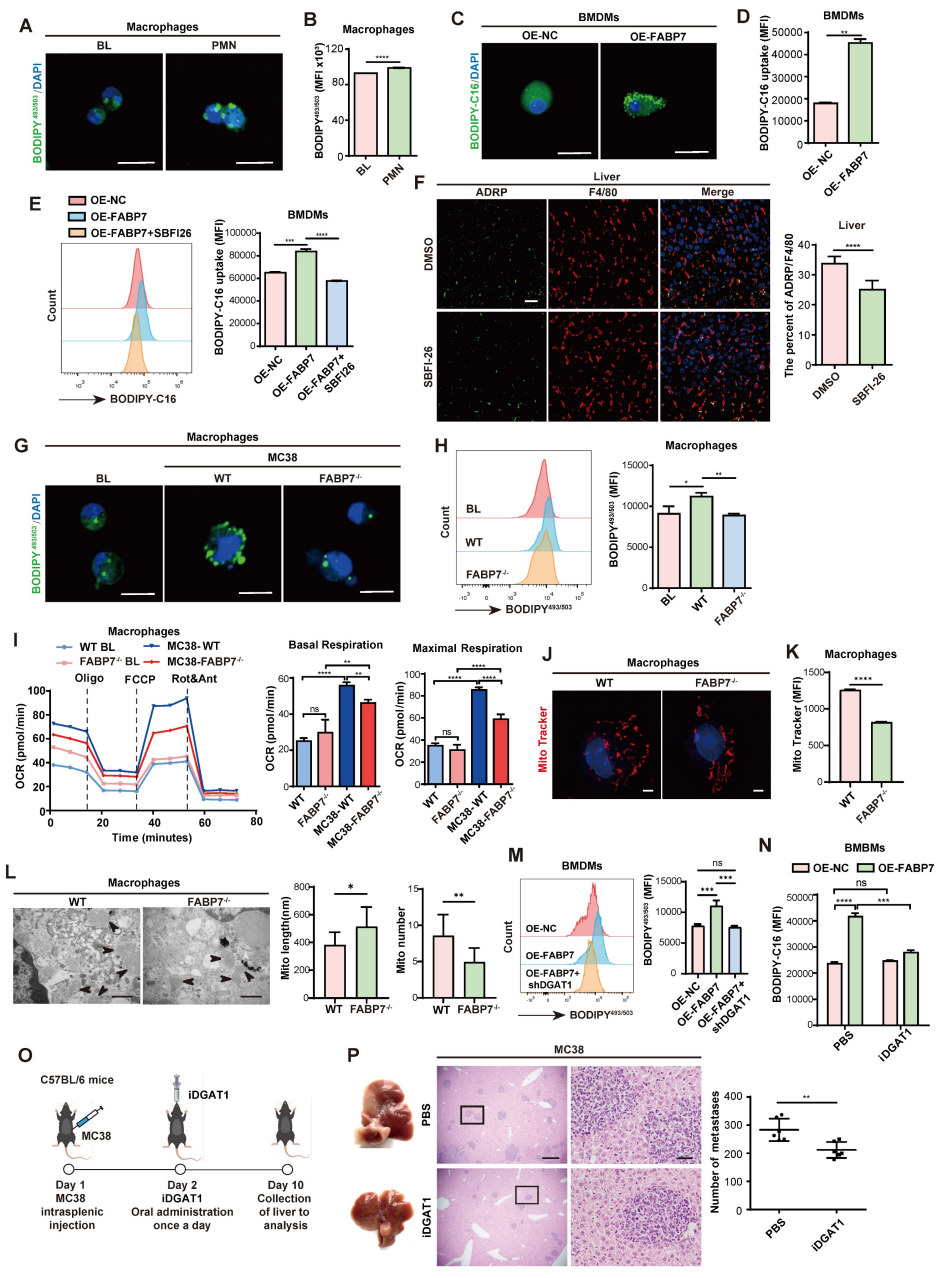
**FABP7 promotes LDs accumulation via mediating DGAT1 in PMN liver macrophages.** (A-B) Representative images of lipid staining (A) and flow cytometry analysis of lipid levels (B) of liver macrophages isolated from tumor-free mice (BL) and MC38-bearing mice in PMN (n=3). Scale bars, 10 µm. (C-D) Fatty acid uptake in OE-FABP7 BMDMs were analyzed by lipid staining (C) and flow cytometry (D, n=3). Scale bars, 10 µm. (E) The MFI of fatty acid uptake in OE-FABP7 BMDMs following SBFI-26 treatment (n=3). (F) IF staining of ADRP (green) and F4/80 (red) in liver sections from SBFI-26-treated MC38-bearing mice in PMN, with the ADRP/F4/80 ratio quantified (n=3). Scale bars, 20 µm. (G-H) Lipid content in liver macrophages isolated from normal liver, WT and FABP7^-/-^ mice bearing MC38 in PMN was measured by IF (G) and flow cytometry (H, n=3). Scale bars, 10 µm. (I) Oxygen consumption rate (OCR) of the liver macrophages isolated from WT and FABP7^-/-^ mice with or without MC38 tumors (n=3). (J-K) Representative images (J) and flow cytometry analysis (K) of MitoTracker Red staining of macrophages isolated from WT and FABP7^-/-^ mice bearing MC38 tumors in PMN (n=3). Scale bars, 3 µm. (L) Representative electron microscopy images and statistical analyses of length and number of mitochondrial in macrophages isolated from WT and FABP7^-/-^ mice bearing MC38 tumors in PMN (n=3). Scale bars, 500 nm. (M) Flow cytometry analysis of lipid content in OE-FABP7 BMDMs following shDGAT1 knockdown (n=3). (N) Flow cytometry analysis of lipid content in OE-FABP7 BMDMs with and without DGAT1 inhibitor treatment (n=3). (O) Schematic diagram of DGAT1 inhibitor administration in MC38 tumor-bearing mice. (P) Representative images of liver tissues (left) and HE staining of liver tissues (middle) from MC38 bearing mice treated with DGAT1 inhibitor, with metastatic foci counts quantified (n=6). Scale bars, 200 μm (P, left of the middle panel) or 20 μm (P, right of the middle panel). MFI: mean fluorescence intensity. Data are presented as the mean ± SEM. p values were determined by unpaired two-tailed Student's t-test (B, D, F, K-L and P), one-way ANOVA (E, H, I and M) or two-way ANOVA (N). * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001; ns, not significant.

**Figure 5:**
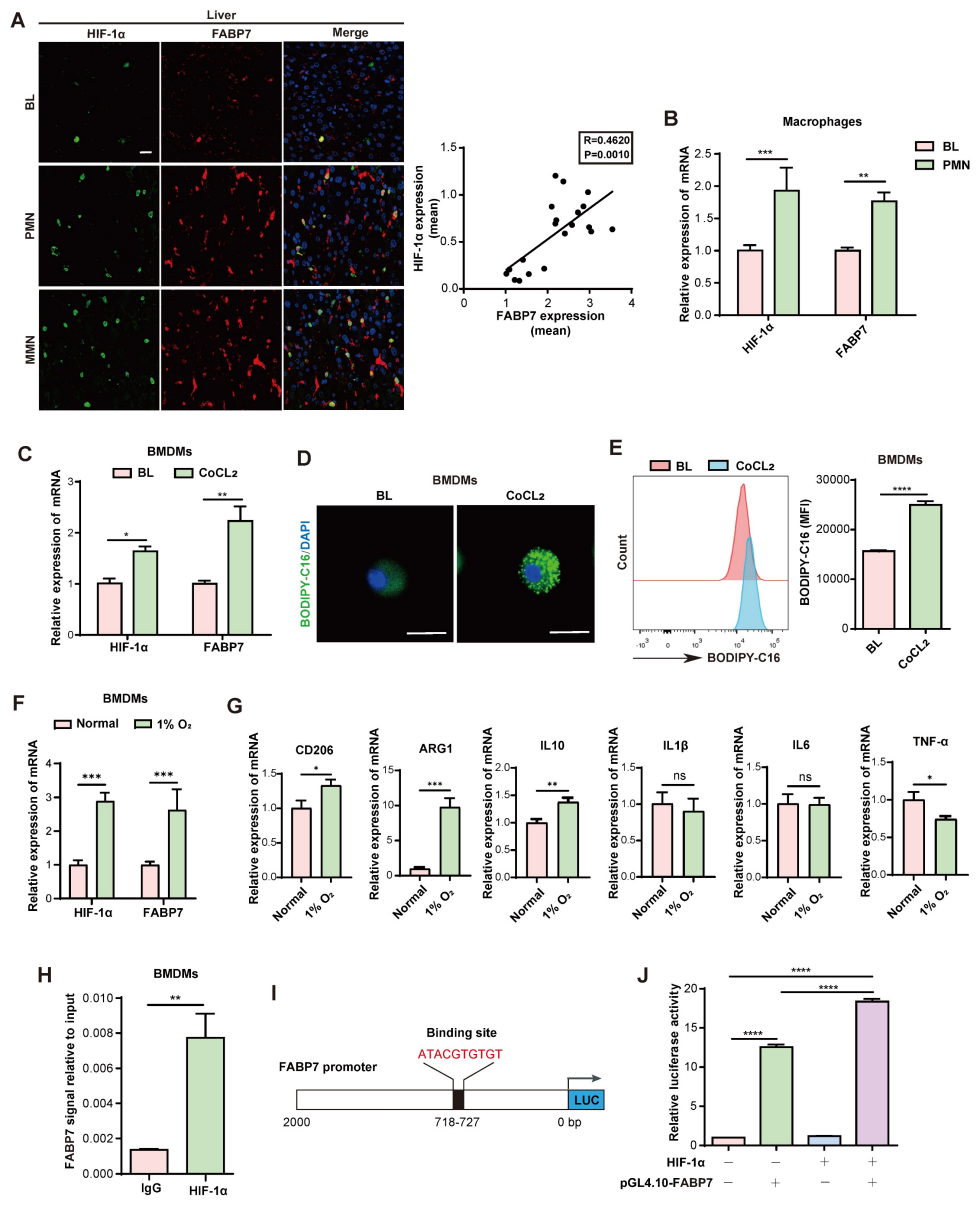
**Hypoxia mediates FABP7 expression and lipid accumulation in liver macrophages.** (A) Representative IF images of HIF-1α (green) and FABP7 (red) in livers from MC38 tumor-bearing mice in PMN or MMN, compared with normal liver tissue (n=3). The right panel displayed their expression correlation (Pearson R=0.4620, p=0.001). Scale bars, 20 µm. (B) qPCR analysis of HIF-1α and FABP7 expression level in macrophages isolated from MC38 tumor-bearing mice in PMN (n=3). (C) qPCR analysis of HIF-1α and FABP7 expression levels in CoCL_2_-treated BMDMs (n=3). (D-E) Fatty acid uptake in CoCL_2_-induced BMDMs analyzed by lipid staining (D) and flow cytometry (E, n=3). Scale bars, 10 µm. (F-G) qPCR analysis of HIF-1α, FABP7 and M1/M2 macrophage-relative gene expression in BMDMs cultured under hypoxic conditions (1% O_2_; n=3). (H) ChIP-qPCR demonstrated HIF-1α binding to FABP7 promoter regions (n=3). (I) Schematic diagrams depicted the luciferase reporter vector binding sites. (J) Dual luciferase assay in 293T cells co-transfected with pGL4.0-FABP7 and either HIF-1α or control vectors (n=3). CoCL_2_, cobalt dichloride. Data are presented as the mean ± SEM. p values were determined by Pearson correlation (A), unpaired two-tailed Student's t-test (E and G-H), one-way ANOVA (J) or two-way ANOVA (B-C and F). * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001; ns, not significant.

**Figure 6:**
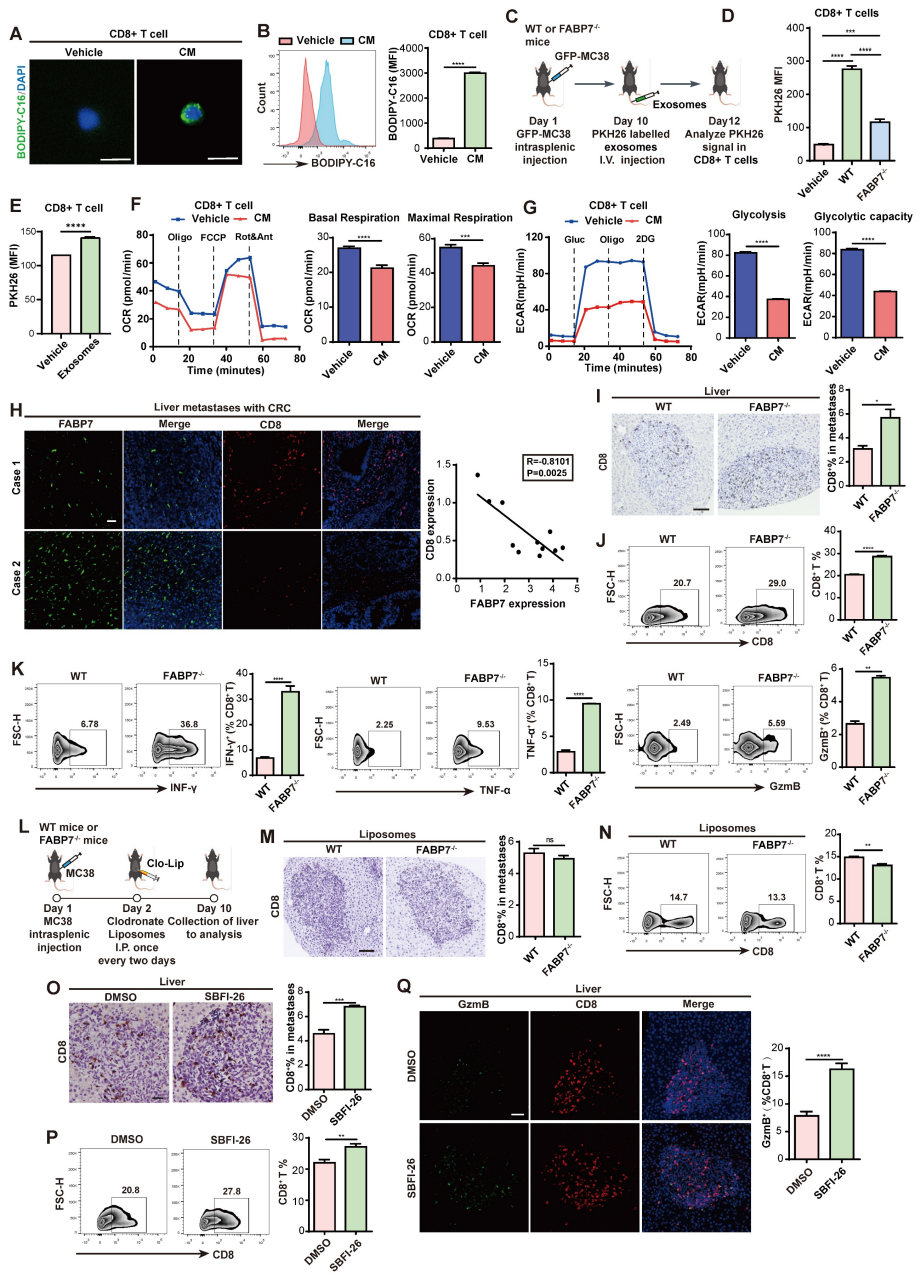
** FABP7 mediates lipid-laden macrophages metabolically reprograms CD8^+^ T cells leading to their dysfunction.** (A-B) Confocal microscopy (A) and flow cytometry (B) revealed lipids incorporation into CD8^+^ T cells following culture with BODIPY-C16 labeled BMDMs-CM (n=3). Scale bars, 10 µm. (C) Pattern diagram illustrated exosomes uptake by CD8^+^ T cells in murine models. (D) Flow cytometry analysis of exosomal content within CD8^+^ T cells from WT and FABP7^-/-^ mice with MC38 metastases (n=3). (E) Flow cytometry analysis of exosomal contents in CD8^+^ T cells incubated with BMDM-derived exosomes (n=3). (F-G) Real-time analysis of oxygen consumption rate (OCR) in CD8^+^ T cells exposed to BODIPY-C16 labeled BMDM-CM. Basal respiration ΔOCR and maximal respiration ΔOCR were quantified (n=3). (H) Representative IF images of FABP7 (green) and TIL-CD8^+^ T cell (red) in liver tissues from CRC patients with metastases. The right panel displayed the inverse correlation between CD8^+^ T cell density and FABP7 expression (Pearson R = -0.8101, p = 0.0025; n = 11). Scale bars, 50 µm. (I) IHC staining of CD8^+^ T cell subpopulation in liver metastatic niches of WT and FABP7^-/-^ mice with MC38 metastasis (n=5). Scale bars, 20 µm. (J-K) Flow cytometry analysis the TIL-CD8^+^ T cell numbers (J) and their IFN-γ, TNF-a, and GzmB expression (K) in livers of MC38 tumor-bearing WT and FABP7^-/-^ mice (n=3). (L) Pattern diagram of MC38 tumor-bearing WT and FABP7^-/-^ mice treated with clodronate liposomes. (M-N) IHC staining (M) and flow cytometry analysis (N) of TIL-CD8^+^ T cell in livers of clodronate-treated, MC38 tumor-bearing WT and FABP7^-/-^ mice (n=3). Scale bars, 20 µm (M). (O-P) IHC staining (O) and flow cytometry analysis (P) of TIL-CD8^+^ T cells in livers of MC38 tumor-bearing C57BL/6 mice treated with SBFI-26 (n=4). Scale bars, 20 µm. (Q) IF staining of GzmB expression in TIL-CD8^+^ T cells in livers of MC38 tumor-bearing C57BL/6 mice treated with SBFI-26, with GzmB^+^ percentages quantified for CD8^+^ T cell populations (n=4). Scale bars, 20 µm. CM, conditioned medium; TIL, tumor infiltrating lymphocytes. Data are presented as mean ± SEM. p values were determined by unpaired two-tailed Student's t-test (B, E-G, I-K and M-Q), one-way ANOVA (D) or Pearson correlation (H). * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001; ns, not significant.

**Figure 7:**
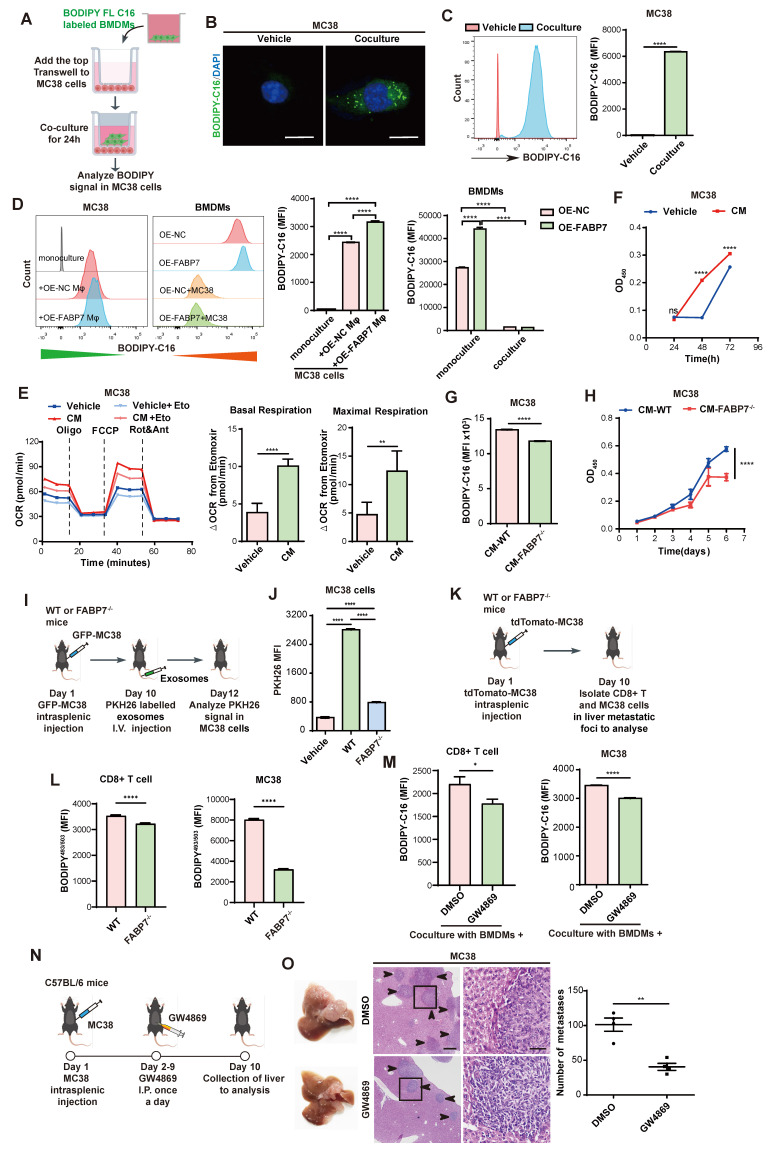
**FABP7 mediates lipid-laden macrophages transport lipids to support metastatic colonization.** (A-C) As depicted in the schematic (A), the lipids incorporated into MC38 cells were detected with confocal microscopy (B) and flow cytometry (C) after coculture with BODIPY-C16 labeled BMDMs (n=3). Scale bars, 10 µm. (D) The MFI of lipids in MC38 cells cocultured with BMDMs preloaded with BODIPY-C16 determined by flow cytometry (n=3). (E) Real-time oxygen consumption rate (OCR) analysis of MC38 cells treated with CM from BODIPY-C16 labeled BMDMs and the FAO inhibitor etomoxir. Basal respiration ΔOCR and maximal respiration ΔOCR were quantified (n=3). (F) The proliferation of MC38 cells was measured after incubated with CM from BODIPY-C16 labeled BMDMs via CCK8 assay (n=5). (G) Flow cytometry analysis of lipid contents in MC38 cells cultured with CM from BODIPY-C16 labeled KO-FABP7 or control BMDMs (n=3). (H) CCK8 assays measured MC38 cells proliferation following incubation with CM from BODIPY-C16 labeled KO-FABP7 or control BMDMs (n=5). (I) Schematic image illustrates exosome uptake by tumor cells in mice. (J) Flow cytometry analysis of exosomes content in tumor cells from livers of WT and FABP7^-/-^ mice with MC38 metastases (n=3). (K-L) The schematic (K) illustrated flow cytometric analysis of LD contents in CD8^+^ T and MC38 cells isolated from liver metastases of MC38-bearing WT and FABP7^-/-^ mice (L, n=3). (M) Flow cytometry analysis of lipid contents in CD8^+^ T and MC38 cells cocultured with BODIPY-C16 labeled BMDMs treated with inhibitor GW4869 (n=3). (N) Pattern diagram of using inhibitor GW4869 to treat MC38 bearing mice. (O) Representative images of liver tissues (left) and HE staining of liver tissues (middle) from MC38 bearing mice treated with GW4869. The number of liver metastatic colonization was shown on the right (n=4). Scale bars, 200 μm (O, left of the middle panel) or 20 μm (O, right of the middle panel). Data are presented as mean ± SEM. p values were determined by unpaired two-tailed Student's t-test (C, E-H and L-M) or one-way ANOVA (D and J). * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001; ns, not significant.

## Abbreviations

PMN: pre-metastatic niche
MMN: macro-metastatic niche
FABP7: fatty acid binding protein 7
CRC: colorectal cancer
PDAC: pancreatic ductal adenocarcinoma
TME: tumor microenvironment
MIF: migration inhibitory factor
KCs: Kupffer cells
OS: overall survival
RFS: relapse-free survival
PUFAs: polyunsaturated fatty acids
DHA: docosahexaenoic acid
FAO: fatty acid oxidation
BMDMs: bone marrow-derived macrophages
qPCR: Quantitative real-time PCR
IHC: immunohistochemical
IF: immunofluorescence
LD: lipid droplet
HIF-1α: hypoxia inducible factor-1 alpha
DGAT1: diacylglycerol acyltransferase 1
DGAT2: diacylglycerol acyltransferase 2
ATGL: adipose tissue triacylglycerol lipase
HSL: hormone-sensitive lipase
MGL: monoacylglycerol lipase
OE: overexpression
KO: knockout
SBFI-26: a-Truxillic acid 1-naphthyl ester
I.P.: intraperitoneally
ADRP: adipophilin
CoCL_2_: cobalt dichloride
CM: conditioned medium

How the deposited data were processed for this re-analysis (not part of the article)

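mRNA of liver macrophages was measured in 1 WT and 1 FABP7 KO library, taken on day 10 after injection of MC38 cells into the spleen. The sample labels, the paper's methods and the column names were used to assign each column to its genotype. The authors deposited FPKM values with 2 decimals, made by them from the aligned reads. The submitters' processing notes name Bowtie2 2.2.8 and TopHat2 2.1.1 without saying what each was used for, and the genome build, the annotation, the counting tool and any filter are not given in the sources used here. The table of both libraries and the tables of the single libraries held the same values for all 22322 genes, of which 7123 were at 0 in both. Summed FPKM was 462837 in the WT and 448390 in the KO library, and the 10 highest genes made up 11.3% and 12.0% of it.

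Gene symbols were taken from GENCODE by Ensembl gene ID for 22267 genes, and 55 IDs had no symbol. Since the authors' build is not given, no coordinates are printed. Where rows shared a symbol, the one with the highest mean was used. Genes with near-identical copies, such as the hemoglobin, Mup, Serpina1, Scd and ribosomal protein genes, can share reads, and how the authors counted such reads is not given in the sources used here.

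From the deposited FPKM values, log2 ratios of KO over WT were computed with a pseudocount of 1, over the 10770 genes with at least 1 FPKM in at least 1 library. Their median log2 ratio was 0.004. The size rule was an absolute log2 ratio of at least 1. With 1 library per genotype no spread between mice can be estimated, so no test across genes was made, and groups of genes were placed among 10000 random lists of the same size drawn within 20 bins of mean expression, with a fixed seed. There were 35 gene lists, 4 for the pathways the paper names and 31 for related pathways, macrophage states, other liver and blood cells and cell processes. The lists, the floor, the size rule, the alternatives in the closing part and the rule for naming genes were set before the data were examined, except where a sentence says otherwise. The rule named the genes that the paper names, the 10 highest and 10 lowest ratios among genes with at least 10 FPKM in a library, leaving out predicted genes and immunoglobulin or T cell receptor segments, and, within each list, up to 4 genes with the largest ratios in either direction and up to 4 with the highest mean.

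Depth was estimated from the step between low FPKM values multiplied by exon length, which assumes that GENCODE lengths are close to those the authors used. The KO to WT ratio of depth came to 0.996, so both libraries give nearly equal precision. The steps were tested on simulated libraries drawn from the mean values and this depth. For KO against WT, counting error alone put 0 of 10557 unchanged genes past the size rule. With an added log2 spread of 0.2 per library, 200 genes were given a change in a simulation of 10587 genes. Of the changed genes, the rule recovered 100% of those changed 4-fold and 98% of those changed 3-fold. Recovery was not split by expression level. It is therefore not known for genes near 1 FPKM, whose change the pseudocount understates. Of 100 random lists of 28, 46 and 94 genes with no shift, 4, 4 and 3 were called, and all 100 were called at each size when shifted by -0.33. These simulations leave out differences between mice. Their lists were drawn at random, so genes of a pathway that move together were not simulated either. The calls without a shift therefore give no rate of false calls for the pathway and marker lists.

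The alternatives were another scaling of the KO library (by the median ratio of genes at 10 FPKM or more in both, 0.974, or by totals without 57 hepatocyte, erythroid and mitochondrially encoded genes, 0.965), a pseudocount of 0.1, no floor, a floor of 5 FPKM, a size rule of 1.5, other members of the lists and random lists without matching. Added after the values were seen were random lists matched also on exon length and GC content, ribosomal protein and proteasome lists, and 100 combinations of floor, pseudocount and fold for the number of genes. The files hold no counts and none of the authors' own fold changes or p-values, so the comparison with the authors' calls and with scaled counts was not made. The values of some genes are not reported here. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.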

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

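The test of hepatocyte RNA was set beforehand, and the test of a lower share of macrophages and its sets of markers were chosen after the values were seen. Several gene lists that the paper's text does not discuss for these libraries were higher in the FABP7 KO than in the WT library, with medians above the central 95% of random lists. The 15 markers of liver sinusoidal endothelial cells had a median log2 ratio of 1.24. Clec4g stood at 14.2 FPKM in the WT and 48.5 FPKM in the KO library, and Kdr at 4.42 and 14.9 FPKM. Cdh5 was far above these in both libraries (372 and 450 FPKM). Whether Cdh5 RNA came from endothelial cells or from the selected macrophages was not tested, so its level does not measure endothelial carry-over. Markers of stellate cells and fibroblasts had a median of 0.99 (10 genes, Dcn at 13.5 and 37.1 FPKM), neutrophils 1.59 (9 genes, S100a9 at 4.31 and 25.3 FPKM), B and plasma cells 1.03 (9 genes, Cd79b at 7.89 and 18.1 FPKM), erythroid cells 1.19 (4 genes, Hbb-bs at 12.6 and 31.6 FPKM), dendritic cells 0.58 (4 genes, Clec9a at 15.4 and 25.8 FPKM, a call lost with a pseudocount of 0.1 and with a floor of 5 FPKM) and hepatocytes 0.76 (32 genes). T cell markers (median 0.42, 7 genes), NK and cytotoxic cell markers (-0.24, 4 genes) and epithelial markers (-0.098, 4 genes) lay within their random ranges, but the T cell list was called higher without a floor (0.32) and with a floor of 5 FPKM (1.19, Icos alone), and the NK and cytotoxic cell list lower without a floor (-0.12). Without a floor the neutrophil median was 0.89 and the erythroid median 0.25, both still called, and with a pseudocount of 0.1 the B and plasma cell median was 1.90. Immediate early and stress genes had a median of 0.84 (14 genes, Nr4a1 at 14.1 and 42.9 FPKM), LXR target and lipid efflux genes 0.64 (11 genes) and V-ATPase genes 0.14 (17 genes), the last a call lost without a floor (0.075) and with a floor of 5 FPKM (0.11).

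The hepatocyte-enriched members of the PPAR signaling and fatty acid metabolism lists were higher in the KO library, while the macrophage-expressed members were not. The markers of hepatocytes that belong to neither list moved the same way with a median of 0.76, above the 0.5 set beforehand, so a candidate explanation for this part of the PPAR signaling list is more hepatocyte RNA in the KO library, although F4/80 selection should remove hepatocytes. A lower share of macrophages would raise the markers of all other cells alike and lower those of macrophages, but over markers with a mean of 5 FPKM or more the lower quartiles of the neutrophil (1.53, 4 genes) and erythroid markers (1.14, 3 genes) lay above the upper quartile of the hepatocyte markers (0.89), and the pan-macrophage list had a median of 0.25, which argues against it as the whole cause for these markers. The same lists lay apart over markers at 1 FPKM or more in the WT library (lower quartiles of 1.03 and 1.16), but overlapped once markers under the floor were included, with lower quartiles of 0.18 and 0.11, and with a pseudocount of 0.1 of 0.62 and 0.59 against a hepatocyte upper quartile of 1.00. Different carry-over of each cell type and real differences in the livers of KO mice both stay open, since 1 library per genotype does not separate them.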

How the results depend on the processing

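The random lists matched on length and GC content, the PPAR signaling list without Fabp7 and the 100 combinations of floor, pseudocount and fold were chosen after seeing the data. The citrate cycle and OXPHOS lists kept their direction and their call under all alternatives run, with medians of -0.27 to -0.34 and -0.27 to -0.37, and the fatty acid metabolism list stayed uncalled (-0.23 to -0.004). Fabp7 kept its direction and side of the size rule throughout. The number of genes past the size rule was 1006 (562 higher, 444 lower) with a pseudocount of 0.1 and 189 (50 higher, 139 lower) at a log2 ratio of 1.5, and 143 genes were higher with a floor of 5 FPKM. Over the 100 combinations it went from 77 to 5565. Without a floor the count stayed at 556, since with a pseudocount of 1 no gene under the floor can reach 2-fold. Both other scalings left all counts within 1.5 times. The PPAR signaling list lost its call without a floor (0.073), with a floor of 5 FPKM (0.037), without its hepatocyte-enriched members (0.037) and against unmatched random lists (0.11), and its macrophage-expressed members alone reversed it (-0.076, not called). The share of its genes past the size rule was called, among the alternatives set beforehand, only with a pseudocount of 0.1 (19.2%), and at 34 of the 100 combinations, and the share of OXPHOS genes, 0, lay below the random range without matching and with matching on length and GC content. Among the other lists, 17 of 31 were called, and 16 to 18 under the alternatives. None of the called ones reversed, and 4 uncalled lists changed sign, the monocyte (0.087) and epithelial (0.047) lists without a floor and the lipid-associated macrophage (-0.010) and NK cell (0.092) lists with a floor of 5 FPKM, under which no epithelial marker was left. The cause of these changes was not tested. Of 717 values of named genes under other settings, none reversed, 16 moved past the size rule and 2 fell short of it. Depth limits genes near 1 FPKM, where few fragments stand behind a value. The alternatives that need counts or the authors' own fold changes and p-values were not run. No paired analysis was possible because each genotype has 1 library.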

Differences from the paper's values

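The paper reports 1529 DEGs between WT and FABP7 KO macrophages and its text states no threshold for them. By the size rule used here, 556 genes differed. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value. They gave 568 with median-ratio scaling, 566 with totals that leave out hepatocyte, erythroid and mitochondrially encoded genes, 1006 with a pseudocount of 0.1, 556 without a floor, 375 with a floor of 5 FPKM and 189 at a log2 ratio of at least 1.5. After the values and the paper's count had been seen, 100 combinations of a floor (0, 0.1, 0.3, 0.5 or 1 FPKM), a pseudocount (0.001, 0.01, 0.1, 0.5 or 1) and a fold (1.5, 2, 2.83 or 4) were run, and 22 of them came within 1.5 times of the paper's value. At a fold of 1.5 these were a pseudocount of 1 at every floor (1658 at a floor of 1 FPKM, 1747 at the others), a pseudocount of 0.5 with a floor of 0.5 (2205) or 1 FPKM (1940), and a pseudocount of 0.1 with a floor of 1 FPKM (2233). At a fold of 2 they were a pseudocount of 0.1 with a floor of 0 or 0.1 (1941), 0.3 (1521) or 0.5 FPKM (1279), and pseudocounts of 0.001 and 0.01 with a floor of 0.3 (1724 and 1720), 0.5 (1407 and 1405) or 1 FPKM (1064 and 1063). At a fold of 2.83 they were a floor of 0.1 FPKM with a pseudocount of 0.001 (1538) or 0.01 (1466), and at a fold of 4 no floor with a pseudocount of 0.001 (2054) or 0.01 (1574). A pseudocount of 0.1 with a floor of 0.3 FPKM at a fold of 2 gave 1529, equal to the paper's value, when ratios of exactly 2-fold that computer rounding had left just under the threshold were counted. All of these were chosen after seeing the values, so a match among 100 does not identify the setting behind the paper's count, and how many of the paper's own DEGs each leaves out is not known, since that gene list was not used here.

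The paper names fatty acid metabolism among the most enriched pathways of its DEGs. The pathway lists used here are not KEGG's own and the paper's DEG list was not used, so its enrichment was not repeated. Here 1 of the 46 measured genes of that list passed the size rule, a share of 2.17% within the random range of 0 to 10.9%, against 5.16% of all measured genes. Over the 100 combinations, chosen after seeing the values, the share of this list lay below that of all measured genes in each and was called in none, and at the 22 near the paper's count it was 3.51 to 13.0%. For PPAR signaling, the other pathway it names, the share of 9.62% (7.84% without Fabp7, left out after seeing the values) lay within the random range of 0 to 11.5%. It lay above the random range with a pseudocount of 0.1, set beforehand, and at 34 of the 100 combinations, among them 16 of the 22 near the paper's count.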

Other observations

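The split of the proliferation list, the added ribosomal and proteasome lists, the matching on length and GC content and the tests of explanations were chosen after the values were seen. All 24 genes of the proliferation list were at least 2-fold lower in the KO library, 9 genes of DNA replication by a median of -1.39 (Mcm3 at 58.0 FPKM in WT and 25.6 FPKM in KO, Pcna at 159 and 77.4 FPKM, whose ratio just missed 2-fold under both other scalings) and 15 genes of mitosis by a median of -2.43 (Birc5 at 44.3 and 4.35 FPKM, Ccna2 at 34.0 and 4.26 FPKM), a split made after the values were seen. The MHC class II genes had a median of -0.64 (9 genes, random range -0.38 to 0.21), with H2-Eb1 at 451 and 251 FPKM and H2-Ab1 at 685 and 406 FPKM, and cholesterol synthesis genes a median of -0.49 (22 genes, random range -0.16 to 0.19), with Fdps at 20.2 and 7.54 FPKM. Of the 11 LXR target and lipid efflux genes, 8 had a ratio above 0 and 3 below, with Apoe at 2871 and 7643 FPKM, Apoc1 at 705 and 1305 FPKM and Mylip at 11.6 and 22.6 FPKM, but Scd2 at 43.3 and 19.8 FPKM and Nr1h3 at 239 and 213 FPKM. Hepatocytes also express Apoe and Apoc1, and the hepatocyte markers had a median of 0.76 in the same libraries. These markers were less abundant, the highest being Trf at 306 and 642 FPKM and Alb at 144 and 305 FPKM. Hepatocyte RNA could bring the whole rise of Apoc1 only if it held more Apoc1 than Trf or Alb mRNA. For Apoe, whose rise was far larger, it would have to hold many times more Apoe than Trf or Alb mRNA. The levels of Apoe, Apoc1, Trf and Alb mRNA within hepatocytes were not measured here. Whether hepatocyte RNA brought the whole rise of Apoe and Apoc1, a part of it or none therefore stays open.

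Kupffer cell markers had a median of 0.33 (12 genes, random range -0.34 to 0.10), with Clec4f at 3188 and 4156 FPKM and Vsig4 at 1558 and 2103 FPKM, but Marco at 1377 and 714 FPKM. Monocyte markers had a median of -0.07 (11 genes, random range -0.28 to 0.25) with members on both sides, Plac8 at 908 and 427 FPKM and Ms4a4c at 167 and 69.1 FPKM against Itgam at 12.6 and 18.5 FPKM; among members at 5 FPKM or more the median was -0.63 and was called. Lipid-associated macrophage genes had a median of 0.18 (9 genes, random range -0.32 to 0.27). The M1 list was higher, with a median of 0.38 (9 genes, random range -0.33 to 0.23) and Tnf at 5.02 and 11.1 FPKM, Il6 at 3.98 and 8.21 FPKM, in the same library where neutrophil markers (median 1.59) and immediate early and stress genes (0.84) were higher. The M2 list had a median of -0.08 (9 genes, random range -0.34 to 0.22). Its members went both ways, with Cd163 at 216 and 123 FPKM, but Mrc1 (CD206) at 344 and 483 FPKM and Il10 at 7.54 and 19.2 FPKM. The paper's qPCR of liver macrophages at the PMN stage (Figure 3G) reports lower M2 and higher M1 markers, in other samples than these from day 10.

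For genes the paper studies in other samples, Dgat1 was at 4.09 FPKM in WT and 4.21 FPKM in KO macrophages, Dgat2 was under 1 FPKM in both, Plin2, which encodes ADRP, was at 205 and 241 FPKM, Pnpla2 (ATGL) at 68.4 and 61.3 FPKM and Lipe (HSL) at 10.24 FPKM in both. Ppard was at 6.89 and 9.61 FPKM and Pparg at 12.4 and 11.7 FPKM, and Ppara and Ppargc1a were under 1 FPKM in both. Mitochondrial fission and fusion genes (median -0.05, 10 genes), exosome genes (0.04, 14 genes), interferon response genes (0.02, 22 genes), hypoxia and glycolysis genes (-0.19, 18 genes, Hif1a at 26.5 and 25.6 FPKM) and sex-linked genes (0.31, 4 genes) had medians within their random ranges. In the hypoxia and glycolysis list, 11 genes had a ratio below 0 and 7 above 0. Pgk1 was at 131 FPKM in WT and 70.6 FPKM in KO macrophages and Pkm at 429 and 256 FPKM. Ndrg1 was at 1.78 and 3.49 FPKM and Bnip3 at 2.64 and 4.78 FPKM.

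The lower nuclear-encoded citrate cycle and OXPHOS genes were weighed against a technical trend and a change of cell mix. Random lists matched on mean expression, exon length and GC content had a median of -0.17 for OXPHOS. Their lower bound of -0.25 was still above the list's -0.33. As far as this matching captures it, such a trend may account for part of the difference but not for all of it. How close the matched genes lay in these features was not tested, so a trend left by incomplete matching stays open. A lower share of macrophages would lower macrophage markers as much, but the pan-macrophage list had a median of 0.25. A fall restricted to mitochondrial respiration is argued against by the proteasome genes (-0.41), the cytosolic ribosomal protein genes (-0.46) and 77 mitochondrial ribosomal protein genes (-0.32), all below their random ranges. An effect of the FABP7 KO on these genes stays open, as untested, since each genotype has a single library.

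For the lower proliferation genes, a lower share of macrophages would need pan-macrophage markers to fall by about as much, but their lower quartile was 0.065. Fewer tumor cells in the KO library cannot be told apart from fewer dividing macrophages, because no epithelial marker exceeded 3.38 FPKM in the WT library (Krt18) and the level of these markers in MC38 cells was not analysed here. F4/80 selection should remove tumor cells. The genotype also stays among the open explanations, as untested.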
